# Transcriptomics aids in uncovering the metabolic shifts and molecular machinery of *Schizochytrium limacinum* during biotransformation of hydrophobic substrates to docosahexaenoic acid

**DOI:** 10.1186/s12934-024-02381-6

**Published:** 2024-04-01

**Authors:** Iqra Mariam, Eleni Krikigianni, Chloe Rantzos, Maurizio Bettiga, Paul Christakopoulos, Ulrika Rova, Leonidas Matsakas, Alok Patel

**Keywords:** Hydrophobic substrates, Docosahexaenoic acid, Thraustochytrids, Transcriptomics

## Abstract

**Background:**

Biotransformation of waste oil into value-added nutraceuticals provides a sustainable strategy. Thraustochytrids are heterotrophic marine protists and promising producers of omega (ω) fatty acids. Although the metabolic routes for the assimilation of hydrophilic carbon substrates such as glucose are known for these microbes, the mechanisms employed for the conversion of hydrophobic substrates are not well established. Here, thraustochytrid *Schizochytrium limacinum* SR21 was investigated for its ability to convert oils (commercial oils with varying fatty acid composition and waste cooking oil) into ω-3 fatty acid; docosahexaenoic acid (DHA).

**Results:**

Within 72 h SR21 consumed ~ 90% of the oils resulting in enhanced biomass (7.5 g L^− 1^) which was 2-fold higher as compared to glucose. Statistical analysis highlights C16 fatty acids as important precursors of DHA biosynthesis. Transcriptomic data indicated the upregulation of multiple lipases, predicted to possess signal peptides for secretory, membrane-anchored and cytoplasmic localization. Additionally, transcripts encoding for mitochondrial and peroxisomal β-oxidation along with acyl-carnitine transporters were abundant for oil substrates that allowed complete degradation of fatty acids to acetyl CoA. Further, low levels of oxidative biomarkers (H_2_O_2_, malondialdehyde) and antioxidants were determined for hydrophobic substrates, suggesting that SR21 efficiently mitigates the metabolic load and diverts the acetyl CoA towards energy generation and DHA accumulation.

**Conclusions:**

The findings of this study contribute to uncovering the route of assimilation of oil substrates by SR21. The thraustochytrid employs an intricate crosstalk among the extracellular and intracellular molecular machinery favoring energy generation. The conversion of hydrophobic substrates to DHA can be further improved using synthetic biology tools, thereby providing a unique platform for the sustainable recycling of waste oil substrates.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12934-024-02381-6.

## Background

Increased waste accumulation is one of the major environmental concerns that has emerged due to the global rise in population and has led to multifaceted endeavors for attaining environmental sustainability [1]. Waste cooking oil (WCO) and other fats generated from households, and effluents from industries are categorized under recalcitrant hydrophobic waste [2]. Considering the pernicious effects of hydrophobic waste on the environment and human health, various countries are employing strategies for its efficient recycling. The most widely accepted process is the chemical conversion of waste oil to fatty acid methyl esters for biodiesel production [3]. Compared to petrochemical processes, upcycling waste streams into value-added products via microbial fermentation could add both to sustainability and economical feasibility. Microbial populations such as yeast, fungi, bacteria and microalgae have reflected the potential to utilize hydrophobic substrates such as fatty acids and hydrocarbons. These single-celled hosts can valorize carbon derived from such waste streams into biofuel precursors and other value-added compounds [4–6].

The ω-3 fatty acid, docosahexaenoic acid (DHA) has several health benefits such as neurological and visual development in infants and prevention of cardiovascular diseases [7]. The conversion of DHA from an essential fatty acid; α-linolenic acid is very low in mammalian cells and thus it is recommended to be included in human diet. Currently, the major dietary source of DHA is fish oil, which alone fails to fulfill the increasing demand for these nutraceuticals, as fish stocks are depleting [8]. Thraustochytrids have gained attention as a major source of very long chain ω-3 and ω-6 PUFAs; eicosapentaenoic acid (EPA), DHA and docosapentaenoic acid (DPA) [9]. Specifically, *Schizochytrium limacinum*, *Aurantiochytrium mangroovi* and *Parietichytrium* sp. can accumulate DHA up to 50% of total fatty acids [10–12]. Thraustochytrids have been extensively investigated for their ability to assimilate and convert glucose and other hydrophilic carbon substrates into DHA [13]. Given their ability to grow in a variety of carbon sources and tolerate high salinity, thraustochytrids have recently been studied by Patel et al. for their potential to utilize hydrophobic waste oil [4]. Considering the high-market value of ω-3 fatty acids, valorization of these waste streams into DHA by thraustochytrids is advantageous over yeast-derived biodiesel precursors.

Microbial populations employ varying metabolic routes for the biotransformation of these hydrophobic waste. In the majority of microbes, secretory lipases hydrolyze triacylglycerides (TAGs) into free fatty acids and glycerol, thereby enabling them to utilize oil as a sole carbon source. Genomic analysis has identified 25 putative extracellular and intracellular lipases in *Y. lipolytica* [14, 15]. Prasad et al. reported that hydrocarbonoclastic bacteria *Alcanivorax borkumensis* forms dendritic biofilms that have tubulation which allows oil assimilation [16]. Further, these fatty acids are transported across the plasma membrane either via fatty acid transporters (*fat*), passive diffusion, or through endocytosis [17–20]. The imported fatty acids are then activated by acyl CoA synthetases (ACS) for either entering β-oxidation pathway for generating acetyl-CoA or incorporating into TAG molecules [21]. Previous studies have identified the physiological effects of these substrates using kinetic models in *Y. lipolytica* [22, 23]. Several hypotheses have been proposed regarding the metabolic fate of these substrates, however relevant omics datasets are scarce. Thus, till date, the complete assimilation route for fatty acids is not universally agreed upon.

Thraustochytrids have a unique blend of both eukaryotic and prokaryotic pathways, making them extremely interesting to study [10, 24, 25]. They possess polyketide synthase (PKS) clusters for polyunsaturated fatty acids (PUFAs) production, which has been reported for marine bacterial species such as *Shewanella* sp. and *Moritella marina* [26]. Previously, transcriptomics and metabolomics have been extensively employed to understand how glucose and non-glucose substrates such as glycerol are converted to ω-3 fatty acids i.e., through *de novo* lipid synthesis [27, 28]. However, there is limited knowledge about how thraustochytrids uptake lipids from the environment and what molecular machinery is involved in this process. Ishibashi et al. reported a secretory lipase in *Aurantiochytrium limacinum* which suggests its ability to utilize TAG substrates [11]. Yet, there is no evidence if the released fatty acids are imported actively and how these are converted into ω-3 fatty acids (Fig. 1). Conversion of these waste lipid substrates to high-value intracellular lipids i.e., DHA is hereafter referred to as “*ex-novo*” lipid synthesis.

**Fig. 1:**
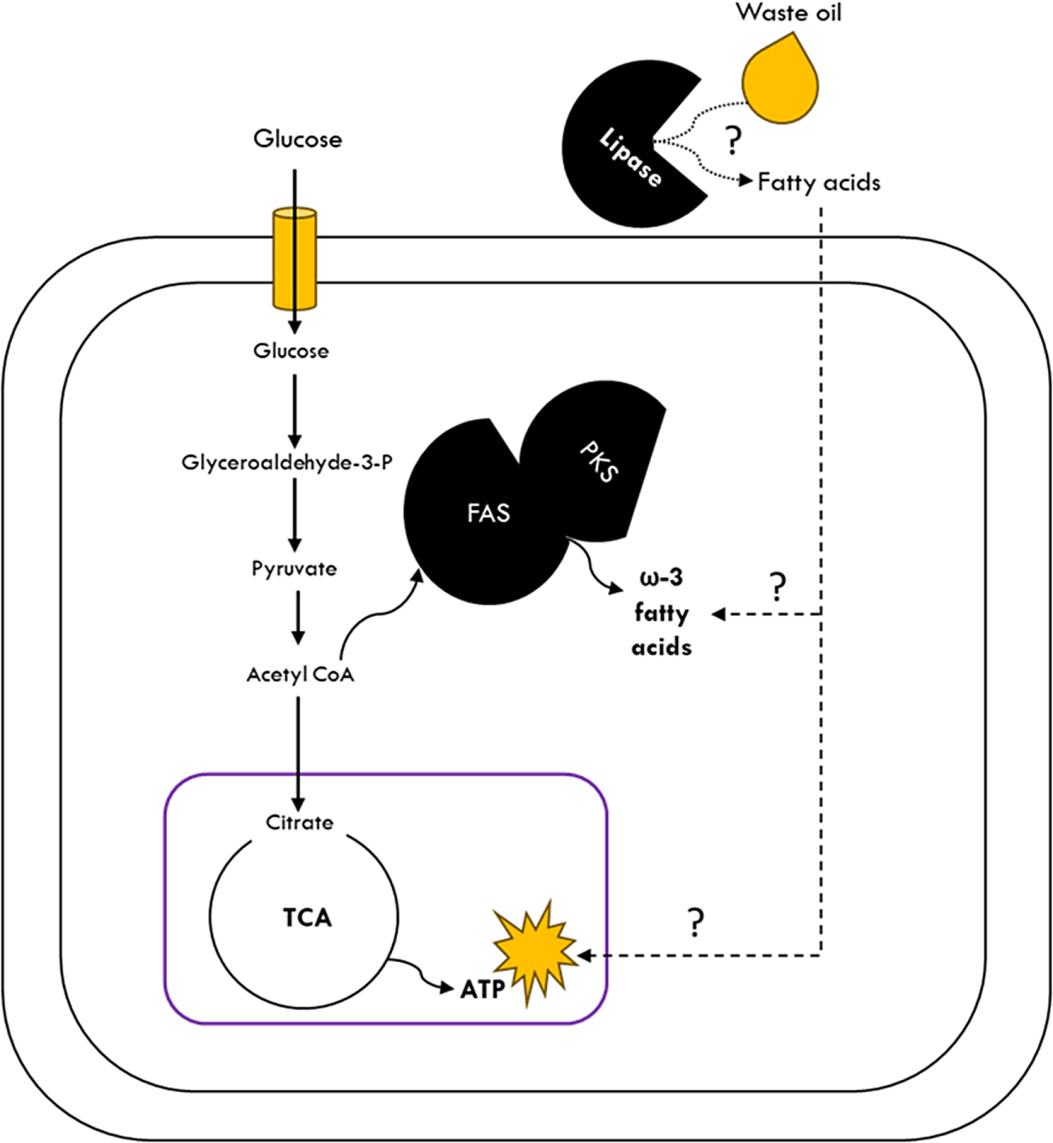
Schematic illustration depicting the “*de novo*” and unidentified route of “*ex novo*” lipid synthesis. Solid arrow depicts lipid synthesis in the presence of glucose and dashed arrows depicts lipid synthesis in the presence of hydrophobic substrates

Here, we aimed to identify the metabolic route for waste oil assimilation and its conversion to DHA in marine thraustochytrid *Schizochytrium limacinum* SR21. Primarily, the biodegradation potential of SR21, along with its ability to upgrade the lipid composition of the hydrophobic substrates (HS) towards the production of microbial lipids rich in nutritional fatty acids was investigated. For this purpose, SR21 was grown on a variety of commercial and waste-derived oils with different fatty acid composition as the sole carbon source. The thraustochytrid was able to efficiently valorize HS into intracellular DHA, along with enhanced biomass yield as compared to glucose. Further, transcriptomic analysis was performed for WCO2 (waste cooking oil #Lot 2), mCOs (mixture of commercial oils) and compared with glucose, to trace the metabolic pathways involved in the utilization of HS. The RNAseq data highlights the upregulation of transcripts encoding for both secretory as well as intracellular lipases that convert TAG into free fatty acids. Further, the transcriptomic datasets reveal that these oil substrates are assimilated via endocytosis, peroxisomal and mitochondrial β-oxidation to generate acetyl-CoA. In comparison to glucose, the cells cultivated in WCO2 and mCOs were found to cope with the oxidative stress, suggesting that SR21 can thrive effortlessly in a hydrophobic environment.

## Methods

### Strain and growth conditions

*Schizochytrium limacinum* (ATCC-MYA-1381, SR21) strain was obtained from the American Type Culture Collection (ATCC, USA). The strain was maintained in medium composed of 20 g L^− 1^ glucose, 7.2731 g L^− 1^ yeast extract to regulate the C/N ratio at a value of 10, the salinity level was set at 9 ppt by diluting accordingly artificial seawater (ASW) and the pH was adjusted at 6.8. The composition of ASW (18 ppt salinity) was: NaCl (0.31 M), MgSO_4_⋅7H_2_O (10.5 mM), KCl (8 mM), NaNO_3_ (11.8 mM), CaCl_2_⋅2H_2_O (2 mM), KH_2_PO_4_ (0.37 mM), Tris buffer (25 mM), NH_4_Cl (0.5 mM), vitamin B_12_ (0.1 µM), chelated iron solution (1 mL L^− 1^) containing Na_2_EDTA⋅2H_2_O (26 µM), 0.1 M HCl (45 mM), FeCl_3_⋅6H_2_O (3 µM) and metal solution (10 ml L^− 1^) containing Na_2_EDTA⋅2H_2_O (2.7 mM), H_3_BO_3_ (18.4 mM), FeCl_3_⋅6H_2_O (0.18 mM), MnSO_4_⋅H_2_O (0.97 mM), ZnSO_4_⋅7H_2_O (0.07 mM), CoCl_2_⋅6H_2_O (0.02 mM). A 10% v/v inoculum was added to the culture media to reach a final volume of 100 mL in 250 mL Erlenmeyer flasks. The culture was incubated at 25 ^o^C and 180 rpm for 48 h before inoculation to the hydrophobic media.

### Cultivation of SR21 on hydrophobic substrates (HS)

The hydrophobic media (HM) consisted of 18 ppt salinity ASW, 10 g L^− 1^ of carbon source, yeast extract was added accordingly to regulate the C/N ratio at a final value of 10 and the pH was adjusted to 6.8. The carbon sources used in the HM preparation were the following: glucose was used as a reference, commercial oils (Olive, Sunflower, Peanut, Flaxseed, Fish and mixture of the five commercial oils in equal parts (mCOs)) and two different types of waste cooking oils (WCO1 and WCO2). WCO1 was obtained from the local grocery store nearby the university campus, while WCO2 was received from a university restaurant. For inoculation, 10% v/v of preculture cells was centrifuged (8000 rpm, 4 ^o^C for 10 min) and was then added to HM. The cells were cultivated for 72 h at 25 ^o^C and 180 rpm. To test the optimal carbon source concentration, cultivation of the strain was carried out in HM containing mCOs in different concentrations (10, 20, 40, 80 g L^− 1^) in addition to yeast extract as the nitrogen source in appropriate amounts to maintain a C/N ratio of 10. Harvesting of the cells was carried out after 10 days of cultivation.

### Substrate consumption and dry cell weight estimation

Cells were harvested by centrifugation (8000 rpm, 4 ^o^C for 10 min), and the supernatant was collected for residual substrate quantification. To determine the residual oil present in the supernatant of the HM, 10 mL of n-hexane was added and kept for approximately 1 h under shaking conditions. The mixture was then centrifuged and the upper phase containing the residual oil was transferred to a glass vial. The residual oil was measured gravimetrically after drying in a hot air oven. Cell pellets were washed with distilled water, lyophilized and measured gravimetrically for dry cell weight (DCW) estimation and expressed in g L^− 1^ of culture. Residual glucose in the supernatant was determined using high-performance liquid chromatography (HPLC) as previously described [4].

### Lipid extraction and GC-MS analysis

Total lipids were extracted using the method by Bligh and Dyer [29]. Specifically, chloroform: methanol (2:1 v/v) was mixed with the mortar-pestle pulverized freeze-dried biomass. After overnight shaking at room temperature (RT), the mixture was centrifuged, and the supernatant was filtered using a PTFE (0.2 μm) filter into glass vials and left in a 55 ^o^C hot-air oven until constant weight. The total lipids were estimated gravimetrically and expressed in g L^− 1^. For GC-MS analysis, the lipids (intracellular and substrate) were transesterified as mentioned by Wychen et al. [30]. For transesterification, 1 mL chloroform: methanol (2:1 v/v) was added to ~ 50 mg of lipids, and transferred into an ace pressure glass tube. Acid catalyst, 2 mL of 0.6 M methanolic HCl solution was added, and the mixture was incubated at 90 ^o^C for 1 h. After cooling, n-hexane (1 mL) was mixed for the extraction of fatty acid methyl esters (FAMEs) and 1 mL of water was added to separate two phases. After centrifugation, the upper layer containing the FAMEs was analyzed using gas chromatography-mass spectrometry (GC-MS) (Clarus 690 MS coupled to a Clarus SQ8 GC, PerkinElmer, Waltham, MA, USA) equipped with a capillary column (Elite -FFAP; 30 m, 0.25 mm ID, 0.25 μm df, Cat. # N9316352; PerkinElmer). The analysis was performed as described [4].

### Fractionation of lipids

Total lipids were fractionated into neutral lipids (NLs), glycolipids (GLs) and phospholipids (PLs) using a silica cartridge Sep-Pack of 1000 mg according to Berge et al. [31]. Column conditioning was performed using 30 mL chloroform. Approximately 20 mg of lipids in 1 mL of chloroform was loaded, followed by addition of 15 mL chloroform: acetic acid (9:1 v/v) for the elution of NLs. The GLs were eluted after addition of 20 mL acetone: methanol (9:1 v/v) and PLs after addition of 20 mL methanol. Each fraction was separately collected and air-dried in a 50 ^o^C oven and measured gravimetrically.

### RNA extraction, library preparation and RNA-sequencing

For transcriptome analysis, SR21 was cultivated in glucose, WCO2 and mCOs with substrate concentration of 20 g L^− 1^ and a C/N ratio of 10. Cells were collected at 72 h, was snap-freezed and stored at – 80 °C. TRIzol reagent was used for extraction of RNA as described by Rio et al. [32]. Briefly, 1 mL of TRIzol reagent was added to the quenched cells and vortexed for 10 min. Samples were incubated at RT for an additional 2–3 min followed by 10 min centrifugation at 13000 rpm (4 ^o^C). The obtained supernatant was transferred to an eppendroff and 250 µL of chloroform was added and mixed vigorously, followed by vortex for 2 min. The upper layer was collected after centrifugation at 13000 rpm for 15 min (4 ^o^C). For RNA precipitation, chilled isopropanol was added to the aqueous phase in equal proportion and the mixture was incubated for 30 min on ice. RNA precipitate was obtained by centrifugation at 13000 rpm for 10 min. To remove salts and phenolic contaminants, pellets were washed twice with 70% ethanol. Total RNA was eluted in 50 µL of RNAse-free water. Enrichment of mRNA was done using oligo dT beads that bind to the polyA tail. First-strand cDNAs were generated from fragmented mRNA using N6-primed reverse transcription, followed by the synthesis of second-strand of cDNA. cDNA was further end-repaired, 3’ adenylated and ligated to adaptors. Using primers, PCR amplification was carried out to enhance the purified cDNA template. After pooling, the DNA double strands were heat-denatured into single strands, and the ligase and cyclic buffer were added to create DNA circles through the cyclization step. Rolling circle replication (RCR) was utilized to create DNBs using DNA circles. Sequencing was performed using the BGI-DNBseq^TM^ platform.

### Differential gene expression analysis

Raw reads were filtered using BGI software SOAPnuke [33] and the clean reads were mapped to the available genome of *S. limacinum* SR21 available at NGDC (Accession no. GWHABLD00000000) using HISAT2 [34]. Novel transcripts were predicted using StringTie [35], Cufflinks tool [36]. The coding potential of novel transcripts was predicted using CPC tool [37]. Clean reads were mapped to reference using Bowtie2 [38], and then gene expression level was estimated using RSEM [39]. DESeq2 [40] was used for differential expression analysis by applying Wald’s test, and the Benjamini and Hochberg method [41] was utilized to adjust the p-values that were obtained. DEGs with fold Change > = 2.00 and adjusted p-value < = 0.05 were considered significant.

### Functional annotation of DEGs

The DEGs were further classified into GO categories: Biological Process, Molecular Function, and Cellular Component using eggNOG-mapper [42]. Further, the DEGs were also assigned with the KEGG IDs using BlastKOALA [43]. Domain analysis for identification of lipases was performed using InterProScan [44]. For subcellular localization, WoLFPSORT [45] and DeepLOC 2.0 [46] were employed. SignalP 5.0 [47] was used for prediction of secretory signals whereas TMHMM 2.0 [48] was used for prediction of transmembrane domain in the protein. Transcription factors were predicted using PlantTFDB 4.0 [49] while carbohydrate activating enzymes (CAZymes) are predicted using dbCAN [50].

### qPCR validation of significant transcripts

The qPCR analysis was performed for few relevant transcripts. TRIzol reagent was used to extract RNA as described previously, and RevertAid First Strand cDNA Synthesis Kit (Thermo Scientific, USA) was used to synthesize cDNA from 1 µg of total RNA using oligodT primers according to the manufacturer’s procedure. Using PCR ABI 7900HT and PowerTrack™ SYBR™ Green Master Mix (BIO-RAD), real-time qPCR was performed. The housekeeping gene, 18 S rRNA of SR21 was used as an internal reference to analyze the quantitative variation using the relative quantitative approach (ΔC_t_) [51]. The primers used for qPCR are listed in Supplementary_file 1: Table 1.

### Hydrogen peroxide (H_2_O_2_) content

For H_2_O_2_ estimation, freeze-dried biomass (25 mg) was pulverized with 2 mL of 0.1% w/v trichloroacetic acid (TCA) followed by overnight incubation at RT with shaking. The solution was centrifuged (10000 rpm, 4 ^o^C for 10 min) and the supernatant was filtered through RC (0.2 μm) filter. The supernatant was used for the determination of H_2_O_2_ content as described by Velikova et al. [52]. Briefly, 0.5 mL of 0.01 M phosphate buffer (pH 7.0) was mixed with equal proportion of supernatant and 1 mL of 1 M potassium iodide (KI). Control samples containing water instead of KI were also prepared for every sample to correct the background signal. 200 µl of the reaction mixture was transferred to a 96-well UV-microplate and the absorbance was measured at 390 nm after 10 min of incubation at RT under dark conditions. For quantification of H_2_O_2_ content, a calibration curve with H_2_O_2_ standard solutions prepared in 0.1% w/v TCA was used and was expressed in nmol g^− 1^ dried biomass.

### Malondialdehyde (MDA) assay

The peroxidation level of lipids was determined by performing the MDA or thiobarbituric acid-reactive-substances (TBARS) assay. 25 mg of freeze-dried biomass was extracted with 2 mL of 5% w/v TCA and was incubated overnight at RT with shaking. The supernatant collected after centrifugation (10000 rpm, 4 ^o^C for 10 min) was filtered through RC (0.2 μm) filters, followed by estimation of the MDA equivalents as described by Heath and Packer [53]. Briefly, 1 mL of the supernatant was added into ace pressure glass tubes together with 1 mL of 0.65% thiobarbituric acid (TBA) which was prepared in TCA (20% w/v). The mixture was heated to 95 ^o^C for 25 min and was centrifuged after reaching an ambient temperature. The absorbance of the supernatant was measured at 600 and 532 nm wavelengths and the MDA equivalent content (nmol ml^− 1^) was estimated using the following equation, based on the extinction coefficient of 155 mM^− 1^ cm^− 1^ and was finally expressed in µmol g^− 1^ dried biomass.

$$\begin{aligned}&\text{MDA}\;\text{equivalents}\;(\text{nmol}\cdot \text{ml}^{-1})\end{aligned}$$

$$=\left[\right({\text{A}}_{532 \text{n}\text{m}}-{\text{A}}_{600 \text{n}\text{m}})\cdot {10}^{6}]/155000$$

### Total flavonoid content (TFC) and total phenolic content (TPC) quantification

Freeze-dried biomass (25 mg) was homogenized with 2 mL of 95% v/v methanol and was incubated overnight at RT with shaking. After centrifugation (10000 rpm, 4 ^o^C for 10 min) of the homogenate, the supernatant was filtered as described previously and the TFC and TPC content was measured. The TFC was determined using the method described by Gomez et al., with minor modifications [54]. Briefly, 1 mL of the supernatant was mixed with 4 mL of H_2_O and 0.3 mL of 5% w/v NaNO_3_, and after 6 min incubation, 0.3 mL of 10% w/v AlCl_3_ was added. After another 5 min, 2 mL NaOH was added and volume was adjusted to 10 mL using H_2_O. The absorbance of the solution was measured at 415 nm and was corrected by the absorbance of a sample blank containing methanol instead of cell extract. A calibration curve with standard solutions of quercetin (QE) prepared in 95% v/v methanol was used for quantification and the TFC levels were expressed as mg QE g^− 1^ dried biomass. The TPC was estimated by using the method by Singleton et al., with some modifications [55]. Briefly, 0.5 mL of supernatant was mixed with 0.5 mL of 1 N Folic Ciocalteu (FCR) reagent and 1 mL of 20 g L^− 1^ Na_2_CO_3_. Finally, H_2_O was added to a final volume of 5 mL and the mixture was incubated for 90 min at 50 ^o^C. After cooling, the mixture was centrifuged, and the absorbance of the extracts was measured at 760 nm against a blank sample containing methanol instead of cell extract. Gallic acid (GA) standard solutions prepared in 95% v/v methanol were used for the calibration curve and the TPC levels were expressed as mg GA g^− 1^ dried biomass.

### Determination of reduced and oxidized glutathione levels in cells

Total and oxidized glutathione (GSH) in fresh cells harvested after 72 h of cultivation was measured using the method described by Rahman et al. [56]. Specifically, the cells were homogenized with 1 mL extraction buffer, followed by centrifugation (8000 rpm, 4^o^C for 10 min). The cell extracts were then assayed for their total GSH content as follows: 20 µl of appropriately diluted extract was mixed with 120 µl dithionitrobenzoic acid: glutathione reductase (DTNB: GR) solution. After 30 s, 60 µl of β-NADPH was added and measurements of the absorbance at 412 nm were taken, every 30 s for 2 min. Together with cell extracts, a sample blank and glutathione standards were measured to create the calibration curve for GSH. The rate of TNB formation was calculated as change in the absorbance (ΔA min^− 1^) and the calibration curve for GSH was used for quantification of the total GSH present in the samples and expressed as nM mg^− 1^ biomass. For the oxidized glutathione (GSSG) estimation, a derivatization step is necessary using 4-vinylpyridine (4VP) which covalently reacts with GSH. Thus, 2 µl of 4VP was mixed with 100 µl of cell extract and kept at RT for 1 h. After addition of 6 µl triethanolamine and 10 min incubation, the sample was assayed as previously described. A sample blank and GSSG standards were also included in the derivatization step. All the samples were assayed as previously described and the GSSG concentration in the samples was expressed as nM mg^− 1^ biomass. The concentration for GSH was calculated using the following equation [GSH]= [GSH_total_]-2×[GSSG] and the GSH/GSSG ratio was estimated.

### Statistical analysis

Apart from the transcriptome analysis, Principal Component Analysis (PCA) and Spearman’s correlation analyses were performed using Origin Pro 2023 software (Origin Lab Corporation, Northampton, MA, USA).

## Results and discussion

### Valorization of hydrophobic substrates by thraustochytrid SR21

In this study, to obtain a better understanding of the metabolic fate of SR21’s growth patterns, the thraustochytrid was grown on a variety of HS with different fatty acid profiles The initial concentration of the carbon source was 10 g L^− 1^ and glucose was used as the reference condition. Different cultivation parameters, such as biomass (DCW; g L^− 1^), substrate consumption (%), as well as lipid and DHA (concentration; g L^− 1^ and content; % DCW) were determined as depicted in Fig. 2a. As shown, SR21 could efficiently consume more than 90% of all oils within 72 h. The biomass yield obtained using HS was 7.5 ± 0.4 g L^− 1^ (average of all HS), which was 2-fold higher as compared to glucose. A similar trend of improved biomass was observed for strains of *Schizochytrium* species when grown on glucose in combination with HS, such as waste cooking oil and flaxseed oil [4, 57]. In the past decade, thraustochytrids have been extensively optimized for DHA production by modulating cultivation parameters, such as carbon source, concentration, oxygen levels, temperature and salinity. Hydrophilic carbon substrates were previously employed, although there are only a few studies related to HS consumption [4, 57–59]. Yet, the effect of the specific lipid profile or which individual fatty acids significantly alter the physiology of thraustochytrids is not studied till date.

The lipid content was relatively similar between HS (55.6 ± 2.8%, average of HS) and glucose (58.1 ± 0.7%), however, the total lipids yields were 2-fold higher in HS due to increased lipid-free biomass. Notably, the DHA content was significantly higher (5-fold) when the strain was cultivated in glucose, reaching 43.2% of total lipids as compared to HS (8.6 ± 1.1% average of HS). This is in agreement with previous studies, indicating that compared to glucose, HS promote relatively less DHA synthesis when used as the sole carbon source [4, 57–59]. The enhanced lipid-free biomass obtained through the utilization of HS reduced the difference between the achieved DHA yields in comparison to glucose. Elevated cell growth in a hydrophobic environment accompanied by lower DHA biosynthesis suggests the regulated distribution of acetyl-CoA precursors between the TCA cycle and PKS clusters [27]. Among the HS, fish oil resulted in the highest intracellular DHA content which accounted for 22.8% of the total lipids. After fish oil, the maximum DHA content of the intracellular lipids was obtained by mCOs followed by WCO2 and olive oil (10.5, 9.7 and 9.3%, respectively), while the lowest content was observed for peanut oil (7.5%). To figure out the existence of a reasonable basis behind the observed trend it is important to investigate the variations of the HS lipid profiles. It should be highlighted that fish oil has a unique and more complex lipid profile compared to the other oils, which includes DHA (Fig. 2c), therefore not all the DHA measured in the intracellular lipids is synthesized *de novo* but is likely originating from the unhydrolyzed DHA present as free fatty acid within the cell.

Further, to evaluate the effect of increasing carbon source concentration, SR21 was cultivated in the range of 10–80 g L^− 1^ of mCOs as substrate. By observing the acquired growth results and the DHA yields, as shown in Supplementary_file 1: Fig. 1, it is noted that the optimal concentration for SR21 was 20 g L^− 1^, as a further increase in the concentration resulted in lower intracellular DHA content.

### C16:1 and C16:0 positively affect intracellular DHA accumulation

To comprehend the effect of the oil composition on the “*ex novo*” lipid synthesis pathway and particularly whether DHA biosynthesis is differentially activated depending on the substrate, statistical techniques, such as principal component analysis (PCA) and Spearman’s correlation were employed. The saturation profile i.e., saturated (SFA), monounsaturated (MUFA) and polyunsaturated (PUFA) fatty acid percentages of each of the oils is shown in Fig. 2b and their specific fatty acid (FA) profile is shown in Fig. 2c. The PCA biplot is depicted in Fig. 2d, where the oils used as substrates are presented as scores and their FA profile as factor loadings. Comparison of the location of the loading factors with the scores in the PCA biplot is indicative of the distinctions among the oils and their FA composition. As expected, the scores for sunflower oil and waste cooking oil 1 (WCO1) are positioned closely in the negative quadrant in the PCA biplot since they have similar FA profiles, with an average PUFA level of 46.1% (± 0.4%) of total lipids which is composed mostly of C18:2. Olive oil and WCO2 are both rich in C18:1, C18:2 and C16:0, but WCO2 contains higher levels of C18:3 compared to olive oil. The scores for flaxseed, peanut and fish oil are in different quadrants indicating significant differences in their FA composition. Fish oil is rich in LC-PUFAs, specifically C22:6, followed by C20:5 and C22:5 and LC-MUFAs like C20:1 and C22:1. It contributes to the LC-PUFAs present in mCOs in lower amounts, thereby mCOs has a unique composition of both LC-PUFAs and C18 PUFAs and would be an ideal substrate for understanding its physiological significance. The dominant type of FAs in mCOs was MUFAs (46% of total lipids), mainly C18:1, followed by PUFAs (37.5% of total lipids) consisting mostly of C18:2 and C18:3.

Identification of possible correlation among the intracellular DHA (DHAintra) with the distinctive substrate FAs is possible by comparing the cosine of the angle between the factor loadings which indicates the direction and the strength of the correlation, so that if the angle is small there is a strong positive correlation, if the angle is 90^o^ there is no correlation, whereas if the angle is above 90^o^ there is a negative correlation [60]. In PCA biplot, the loading factors closest to DHAintra are the ones that belong to the FAs present in higher amounts in fish oil, followed by mCOs. All of them are MUFAs and PUFAs with more than 20 carbon atoms, except for C16:1. Furthermore, it is noted that the FAs present in the upper left quadrant, like C18:1 and LC-SFAs, form an angle close to 90^o^ with DHAintra, therefore no significant correlation can be assumed between them. On the other hand, the three FAs (C18:0, C18:2 and C18:3) located in the negative quadrant indicate a negative correlation with DHAintra. The loading for C16:0 can potentially have a positive weak correlation with DHAintra.

These observations are further supported by the Spearman’s correlation coefficients, illustrated in the heatmap in Fig. 2e. The intracellular DHA was found to have the highest positive correlation with C16:1 (*r* = 0.857, p-value = 0.007) and C16:0 (*r* = 0.714, p-value = 0.047). Also, a positive correlation was observed with FAs C18:4, C20:5, C22:1, C22:5 and C22:6 (*r* = 0.764, p-value = 0.027), however, these are only present in fish oil and mCOs and thus might provide a biased correlation with DHAintra, further highlighting the significance of C16:1 and C16:0 as the FAs with the strongest positive correlation with intracellular DHA. A similar analysis to understand how the oil composition influences cell growth failed to provide meaningful insight, since no significant differences were found among the DCW values within the substrates tested. Papanikolaou et al. also observed that after cultivating *Y. lipolytica* in HS of varying FA composition, the cell growth didn’t differ significantly, whereas lipid accumulation was favored by stearin-rich media, enriched in C18:0^23^. Furthermore, the same yeast strain showed increased specificity towards certain FAs, where MUFAs, like C18:1 rapidly accumulated for growth-associated purposes, while SFAs, such as C16:0 and C18:0 had lower assimilation rates but were mostly used for the accumulation of storage lipids [22, 61].

**Fig. 2:**
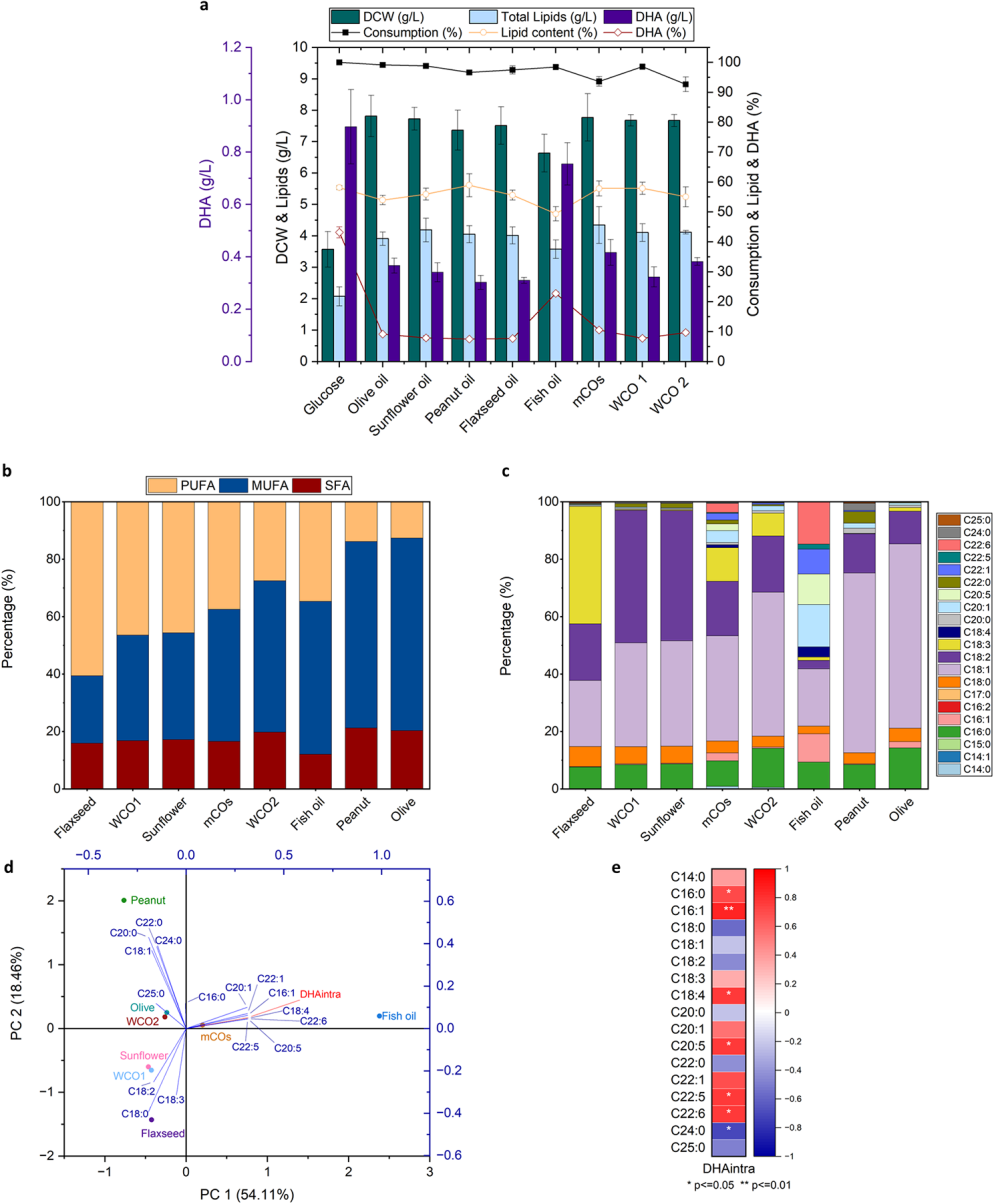
Shake flask cultivation of SR21 in 10 g L^− 1^ hydrophobic substrates (HS) and glucose (72 h). **(a)** Growth-associated parameters (substrate consumption (%), dry cell weight (DCW; g L^− 1^)), lipid and DHA (% and g L^− 1^) are shown. The indicated values represent the mean and s.d of three biological replicates; **(b)** Saturation profile i.e., saturated fatty acid (SFA), monounsaturated fatty acid (MUFA) and polyunsaturated fatty acid (PUFA) content of HS; **(c)** Fatty acid profile of HS analyzed by gas chromatography-mass spectrometry (GC-MS); **(d)** Principal Component Analysis (PCA) of the HS fatty acids and intracellular DHA (DHAintra). The PCA biplot is visualizing the HS as scores of different colors and their fatty acid profile as loading factors of blue color. Intracellular DHA (DHAintra) is shown as a loading factor of red color. A total of 72.57% variance of the dataset is explained by principal component (PC) 1 and 2, where PC1 accounts for 54.1% and PC2 for 18.46% of the variance; **(e)** Correlation map using Spearman’s correlation analysis between DHAintra and each of the fatty acids present in all HS used in this study. Spearman’s rho (r) is illustrated as color variation, where red color indicates a positive r-value and blue a negative r-value. The asterisks denote statistical significance * (p < = 0.05), ** (p < = 0.01) of the correlation between the variables examined

DHA synthesis in SR21 occurs via the PKS pathway, which uses acetyl-CoA as precursor. These statistical tests highlight that intracellular DHA is positively affected by C16:0 and C16:1 fatty acid content in HS, suggesting their efficient conversion into acetyl-CoA generated from the β-oxidation pathway for the “*ex novo*” fermentation. As mentioned previously, ACS is the key enzyme required for FA activation before entering the β-oxidation cycle. This has a distinct substrate specificity, which is directly influenced by the length of the carbon chain or the degree of unsaturation. It can be therefore assumed that for SR21 the ACS might have a preference specifically for C16 FAs. Also, C16:1 showed stronger correlation and statistical significance than C16:0, indicating a promising potential substrate for ACS. Thus, C16:0 or C16:1 might be the only precursors able to start the energy production and lipid biosynthesis in SR21.

### “*De novo”* lipid synthesis yields higher DHA

Figure 3a, depicts the profile of intracellular lipids in terms of saturation, while Fig. 3b displays the FA composition of SR21 cultivated in oils and glucose. As shown, the lipids produced in the presence of glucose contained mainly PUFAs and SFAs, while no significant amounts of MUFAs were observed. The PUFAs were rich in DHA which consisted of 45.5% of the total FAs, followed by 12.3% DPA, 0.8% EPA and minor levels of C18 MUFAs and PUFAs. In contrast, the lipids produced when SR21 was grown on HS had much lower levels of DHA ranging from 7.3% (peanut oil) to 22.2% (fish oil), while the DPA content varied from 1.8 to 3.9%. Compared to glucose as a carbon source, fish oil and mCOs were found to have 11 and 2.9-fold higher EPA content respectively, whereas for other HS it was relatively lower. These observations are in agreement with previous studies where the DHA content was lower for HS compared to glucose. Specifically, the reported intracellular DHA content reached values up to 30% of total FA in glucose-rich media, whereas it was ~ 10% when thraustochytrids were grown in varying HS, like linseed oil, C18 FAs, waste acid oil and waste cooking oil [4, 58–60].

**Fig. 3:**
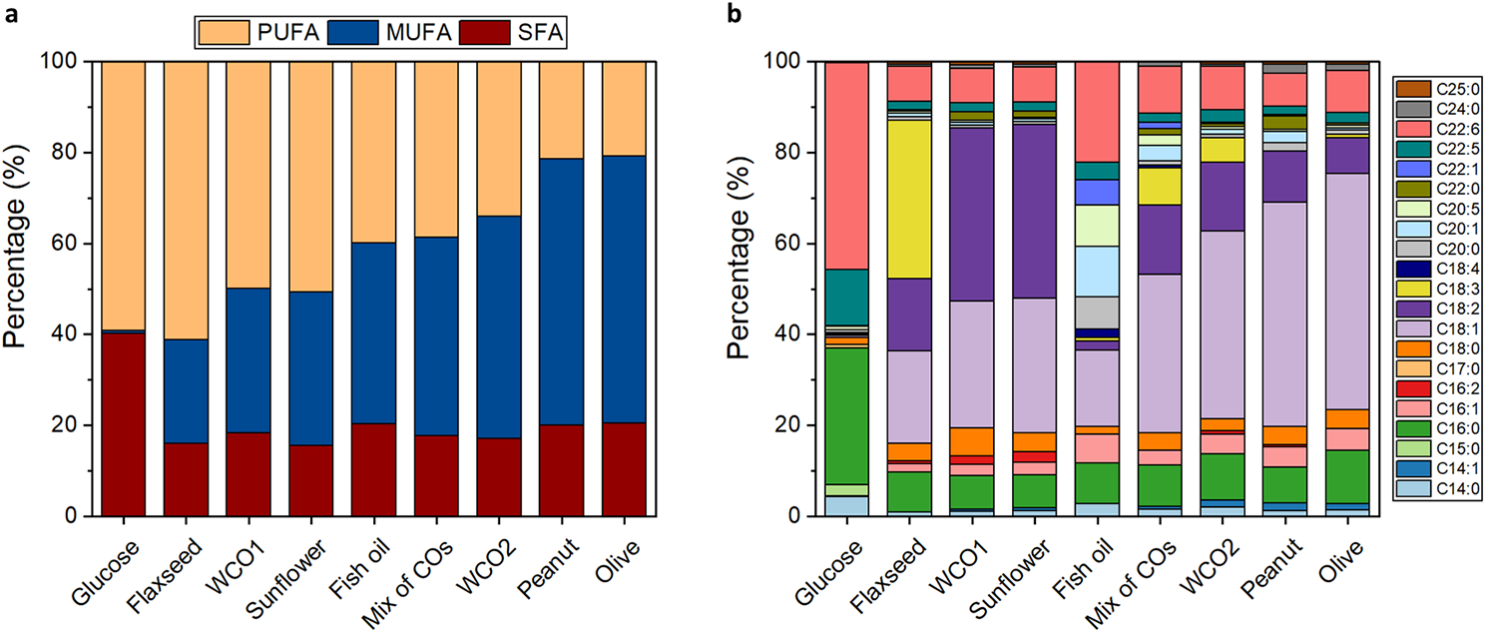
Intracellular lipids composition of SR21 cultivated in 10 g L^− 1^ HS and glucose. **(a)** Saturation profile of SR21 lipids, in terms of SFA, MUFA and PUFA content; **(b)** Fatty acid profile of SR21 lipids analyzed by GC-MS.

Except for PUFAs synthesized by the thraustochytrid strain *de novo* through the PKS pathway, the FAs C14:1 and C16:2 were detected in most of the SR21 lipids, without being present in the hydrophobic substrates. Besides that, the FA profile of SR21 was very similar to that of the respective oil substrate, with a reduced content of C18 FAs. The most abundant SFA in glucose-induced lipids was C16:0, whereas its content was reduced in the presence of HS. On the contrary, C14:0, C14:1, C16:1 and C16:2 content was increased in SR21 cultivated in HS. The increase of C16:2 content in SR21, indicates that the cell contains desaturases responsible for the conversion of C16:1 to C16:2. However, this was only observed for the case of HS, since no amounts of C16:1, nor C16:2 were found in SR21 cultivated in glucose. It is therefore assumed that during the “*ex novo*” and “de novo” cell growth different enzymes are activated which promote the cellular functions towards growth and lipid synthesis, accounting for the differences in the intracellular lipid composition of SR21.

### Transcriptomic analysis

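RNA was sequenced on the DNBseq platform from SR21 cultures grown with 20 g L-1 of glucose, WCO2 (a waste cooking oil) or mCOs (the mixture of commercial oils) at a C/N ratio of 10 and harvested at 72 h, with 3 libraries per carbon source. Another 6 libraries deposited with them come from cultures on acetate and butyrate harvested at 96 h, on which the paper does not report. The authors filtered the reads with SOAPnuke, mapped them with HISAT2 to the SR21 genome, assembled additional transcripts with StringTie and Cufflinks, and estimated the expression of each gene with Bowtie2 and RSEM. The deposited tables hold RSEM expected counts and FPKM per gene and library, list a gene only from an FPKM of 0.01 upward, and give no chromosome positions. A gene not listed in a library was taken as a count of 0. The expected counts of a library summed to between 11071642 and 11426123 in glucose (median 11410059), 11291627 and 13142166 in WCO2 (median 13112383), and 11602955 and 13677474 in mCOs (median 12446078). The paper states the depth in sequenced bases per sample, whereas the values given here rest on these counts. Across 6399 genes, Pearson's r between log2 CPM of replicate libraries lay between 0.95 and 0.97 in glucose, 0.93 and 0.95 in WCO2, and 0.90 and 0.93 in mCOs, where genes are not independent replicates. Replicates differed by far more than counting error (chi-square per degree of freedom of 70.0 to 405).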

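From these tables the expected counts were rounded, scaled with edgeR's TMM factors and tested with edgeR's quasi-likelihood F-test, each pair of carbon sources in a fit of its own, after edgeR's filterByExpr had removed genes of low count. A transcript is named a DEG, or called, at a Benjamini-Hochberg adjusted p of at most 0.05 and a fold change of at least 2, the limits given in the paper's methods. The paper used DESeq2, which was run as an alternative together with RLE size factors, no filter on low counts, joint fits of all 9 or all 15 libraries, the replicate number as a block, limma on log2 FPKM, and each library left out in turn. Expression is given as CPM after TMM scaling, mean ± SD of 3 libraries, and fold changes as log2 with their standard error. With 3 libraries against 3, groups that do not overlap arise by chance in 10% of genes, and an exact permutation test could not give a p below 0.1. The limma alternatives on FPKM shift the median log2 fold change of all genes to -0.14 in WCO2 and -0.20 in mCOs, against -0.02 and -0.03 for edgeR with TMM. In simulated data made from these libraries, 200 genes were changed by at most 2 on the log2 scale. Counts were drawn with dispersions estimated by edgeR, without pairing or a deviating library. There, edgeR recovered 43.5% to 69.5% of the changed genes, with 4.14% to 7.45% of its calls false. DESeq2 recovered 66.0% to 84.0%, with 13.6% to 18.0% false. These rates need not hold for larger changes or for genes carried by a single library. Identifiers of the form schi_NNNN were matched to the genome's gene numbers and schi_nov_NNN to the additional transcripts, and for 32 of 34 identifiers whose function the paper's text names the deposited annotation holds a word chosen for that function. Some of these matches are loose: the DGATs schi_1281, schi_0446 and schi_1268 have the KEGG name 2-acylglycerol O-acyltransferase, to which a GO term for diacylglycerol O-acyltransferase is added for schi_1281 and schi_0446 but not schi_1268, the lipase schi_5082 only with hydrolase activity, and the desaturase schi_0457 as a sterol desaturase. The match of schi_0951 is loose as well. It rests on the word palmitoyltransferase, listed beside a tyrosyl-DNA phosphodiesterase and a RING finger protein, and none of its KEGG names mentions carnitine. The 2 identifiers without a chosen word are the lipases schi_5719, which has no KEGG number, and schi_5717, annotated as tRNA wybutosine-synthesizing protein 4.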

To trace the metabolic route for assimilation and conversion of oil substrates, SR21 was cultivated in 20 g L^− 1^ of mCOs and WCO2 for 72 h and compared with cells cultivated in glucose. Transcriptomic analysis using the DNBseq platform generated 4.29 Gb bases per sample. The average mapping ratio with the reference genome was 97.24%. In the transcriptome dataset, 7129 genes were identified which include 397 novel coding transcripts (Fig. 4a) without any known features, and 589 long noncoding RNA. 

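The deposited tables list 7129 genes in at least 1 of the 15 libraries and 7052 in at least 1 of the 9 libraries from glucose, WCO2 and mCOs. Of these, 394 and 389, respectively, are additional transcripts outside the genome's gene set. In each of the 9 libraries, the same 6228 genes were listed, and 5168 of all listed genes carry a KEGG orthology number. Long noncoding RNA was not analysed here.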

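Against glucose, 6163 transcripts were tested in WCO2 and 6230 in mCOs. In WCO2, 1313 were DEGs, of which 623 were higher and 690 lower than in glucose, and 1308 of them had all 3 WCO2 libraries on one side of all 3 glucose libraries. In mCOs, 1153 were DEGs, 606 higher and 547 lower, and for 1144 of them the libraries did not overlap. Among all tested transcripts, the share without overlap was 41.8% in WCO2 and 40.1% in mCOs, where chance gives 10%. At an unadjusted p below 0.05 without a fold limit, the criterion as the text words it, WCO2 had 2297 and mCOs 2139. The other settings that kept every library gave 1108 to 1581 in WCO2 and 895 to 1596 in mCOs. Among these, DESeq2 gave 1508 and 1462, respectively. DESeq2 without a filter, a setting chosen after the data had been seen, gave 1542 and 1474. The paper gives 1546 and 1474. The glucose libraries weighed on the counts: without glucose replicate 1, WCO2 had 776 DEGs and mCOs 363, and without glucose replicates 2 and 3, mCOs had 697 and 705. In the remaining fits with 1 library left out, the counts were 996 to 1360 in WCO2 and 843 to 1306 in mCOs.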

As depicted in Fig. 4b, compared to glucose, 1546 transcripts were differentially expressed in WCO2 (p-value < 0.05) whereas, 1474 were found for mCOs (p-value < 0.05). The volcano plot represented in Fig. 4d, e and f highlights some of the key transcripts differentially regulated in the presence of glucose, WCO2 and mCOs.

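Of 817 transcripts that were DEGs in both oils, 803 changed in the same direction, 411 up and 392 down, and 14 in opposite directions. The 803 with the same direction make up 61.2% of the DEGs in WCO2 and 69.6% of those in mCOs. Across 6145 transcripts the log2 fold changes in the oils had a Pearson's r of 0.81, and 20 simulations of unchanged groups, with the shared glucose libraries drawn anew in each, gave a mean r of 0.50, at most 0.54, and no shared DEG. Correlation between oil libraries of equal replicate number was not simulated. The number of shared DEGs fell to 286 without glucose replicate 1 and to 499 without glucose replicate 3, and rose to 1543 at an unadjusted p without a fold limit. Among DEGs with libraries apart and a mean of at least 10 CPM over the 6 libraries of both groups, the strongest rises in WCO2 were those of schi_nov_201 and schi_nov_202, whose counts are identical in every library, and schi_1734 (Ran GTPase-activating protein). For schi_nov_201, the expected counts were 2, 0 and 1 in the glucose libraries and 1026, 874 and 1762 in the WCO2 libraries. For schi_1734, the log2 fold change was 6.30 (standard error 0.34, adjusted p = 6.49e-05), from 1.18 ± 0.376 CPM in glucose to 93.0 ± 7.82 in WCO2. Under the same limit on CPM, the strongest rises in mCOs were 6.39 for schi_1656 (a copper-binding protein, adjusted p = 0.00370), 6.21 for schi_0546 (an ABC transporter, adjusted p = 0.00490) and 6.10 for schi_nov_161 (adjusted p = 0.00881). A single library held most of the mCOs signal of each. The mCOs counts were 1103, 1499 and 7845 for schi_1656, 69, 151 and 596 for schi_0546, and 5506, 168489 and 38416 for schi_nov_161.
The strongest falls in WCO2 were those of schi_nov_317, schi_nov_314 and schi_nov_135, and in mCOs those of schi_nov_135, schi_1312 (glutamine synthetase) and schi_nov_301. In these libraries, schi_nov_317 had 15667, 27490 and 17017 counts in glucose and was not listed in WCO2, schi_nov_314 had 20772, 34654 and 24948 in glucose and 0, 8 and 2 in WCO2, and schi_nov_135 had 134, 2941 and 105 in glucose without being listed in either oil. The glucose counts were 628, 390 and 787 for schi_1312 and 345, 510 and 67 for schi_nov_301, and no mCOs library lists either. The transcript schi_nov_161 lost its call in mCOs without glucose replicate 1 (adjusted p = 0.0500).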

### Metabolic difference between WCO2 and mCOs

In contrast to the higher number of DEGs observed for glucose (Glu) vs. WCO2/mCOs, WCO2 vs. mCOs have only a few significant DEGs (Fig. 4c) suggesting the metabolic state of the cells cultivated in these two oils to be similar. 

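Between mCOs and WCO2, edgeR tested 6179 transcripts and called none, with a lowest adjusted p of 0.0991, while 377 had an unadjusted p below 0.05 and 319 of these a fold change of at least 2. DESeq2 called 136, and 153 without a filter on low counts, a setting chosen after the data had been seen. A joint fit of all 9 libraries called 14, a joint fit of all 15 libraries 37, and limma on log2(FPKM + 1) 1. With mCOs replicate 1 left out edgeR called 59, and with mCOs replicate 2 left out 5. Every transcript called by the joint fits and by limma was higher in mCOs, as were 93.4% of those called by DESeq2. Pearson's r between a WCO2 and an mCOs library lay between 0.87 and 0.96 across genes, and between an oil and a glucose library between 0.81 and 0.87. At this number of replicates edgeR recovered 43.5% of simulated changes between the oils, and DESeq2 66.0%. The simulated changes were at most 2 on the log2 scale, and no simulated library deviated from its group. These rates therefore need not hold for larger changes or for transcripts carried by a single library.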

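Of the 169 transcripts in the paper's own table of this comparison, 140 passed the filter on low counts. All 140 moved in the direction the table gives at an unadjusted p below 0.05, and none was called by edgeR. DESeq2 called 133 of them, and without a filter 153 of the 169, all with the table's direction. Since the paper chose these transcripts with DESeq2 on the same libraries, this agreement is no independent evidence of a difference. For the transcripts the table gives as higher in WCO2, 10 were tested with a lowest adjusted p of 0.171, and in 9 every WCO2 library lay above every mCOs library. The additional transcripts schi_nov_149 and schi_nov_307 were listed in a single WCO2 library each, with 822 counts in WCO2 replicate 1 and 189 in WCO2 replicate 3, and in no mCOs library. Of the 157 transcripts given as higher in mCOs, 131 had all mCOs libraries above all WCO2 libraries. In 141 of them, mCOs replicate 2 was the highest library, and in 37 a single library held over 80% of the mCOs signal. Their median log2 fold change was 3.64 over the 130 that edgeR tested, and 2.54 without mCOs replicate 2.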

Among 169 DEGs, only 12 transcripts were found to be significantly abundant in WCO2. As shown in Fig. 4f, WCO2 was found to have upregulation of genes comprising PKS clusters (*schi_nov_149* and *schi_nov_130*). 

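For schi_nov_130, annotated as a reducing polyketide synthase (KEGG K01043), expression was 1001 ± 823 CPM in glucose, 75.4 ± 69.2 in WCO2 and 12.9 ± 5.12 in mCOs. Its log2 fold change in mCOs against WCO2 was -2.50 (standard error 0.64, adjusted p = 0.308), with every WCO2 library above every mCOs library and a call under DESeq2 (adjusted p = 0.00346, and 0.00346 to 0.990 over the alternatives). WCO2 replicate 1 held most of that signal, with 2203 counts against 460 in each of the other WCO2 libraries, and without it the log2 fold change was -1.43. The related schi_nov_149 was too rare for edgeR's filter between the oils, DESeq2 without a filter gave it no adjusted p, and over the alternatives that did the adjusted p ran from 0.540 to 0.990. Over the 23 listed genes that carry K01043, 22 of them additional transcripts, the summed count fell from 300351, 345946 and 276514 in the glucose libraries to 52980, 8524 and 15090 in WCO2 and 7653, 14719 and 13923 in mCOs. Tested as 1 gene, this sum had a log2 fold change of -1.01 between mCOs and WCO2 (standard error 0.66, adjusted p = 0.999).

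**Figure D1:**
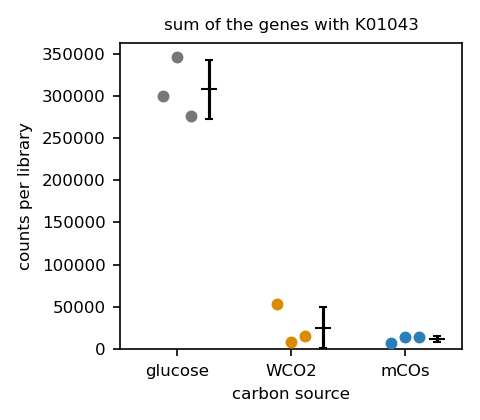
Summed expected counts per library of the 23 genes annotated with K01043 (y axis, counts per library) by carbon source (x axis). Points are the 3 libraries and bars the mean ± SD. The glucose libraries lie between 276514 and 345946, and the highest oil library is WCO2 replicate 1 at 52980.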

The upregulated PKS in WCO2 suggests that SR21 was able to convert substrate FAs into intracellular DHA. As discussed previously, mCOs composition has fish oil-derived DHA, thereby the slightly higher intracellular DHA content might be from unutilized oil substrate.

**Fig. 4:**
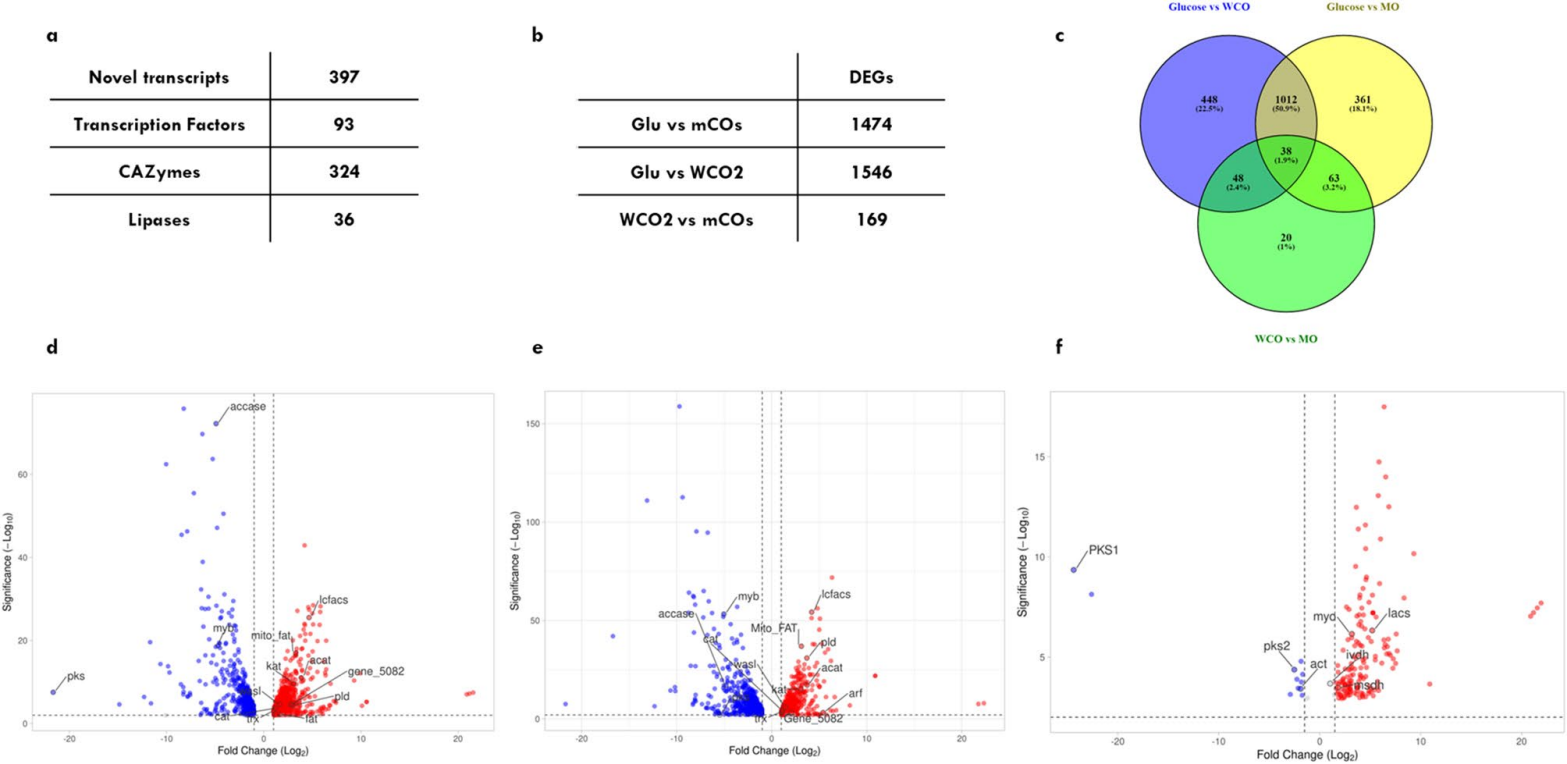
Transcriptomic analysis of *S. limacinum* SR21 in the presence of glucose, WCO2 and mCOS. **(a)** Table for different categories of transcripts annotated using computational tools. **(b)** Differentially expresses genes (DEGs) observed for varying conditions. **(c)** Venny diagram depicting overlap between WCO2 and mCOs. **(d)** Volcano plot highlighting few significant differentially expressed genes with (p-value < 0.05) and log2 fold-chain = > 1.5 for Glucose vs. WCO2; **(e)** Glu vs. mCOs; **(f)** and WCO2 vs. mCOs

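The mitochondrial carnitine/acylcarnitine transporter schi_5874 had 12.9 ± 7.54 CPM in glucose, 18.0 ± 8.17 in WCO2 and 4.69 ± 2.46 in mCOs. In mCOs against WCO2 its log2 fold change was -1.89 (standard error 0.48, adjusted p = 0.308), and against glucose it was 0.50 (adjusted p = 0.487) in WCO2 and -1.45 (adjusted p = 0.0921) in mCOs. The transcript schi_0951, whose annotation lists a tyrosyl-DNA phosphodiesterase, a palmitoyltransferase and a RING finger protein, had 53.6 ± 29.1 CPM in glucose, 196 ± 158 in WCO2 and 43.0 ± 21.3 in mCOs. Between mCOs and WCO2 it changed by -2.14 (standard error 0.63, adjusted p = 0.400) on the log2 scale, with its highest value in WCO2 replicate 2 (5384 counts, against 977 and 1720 in the other WCO2 libraries) and -1.27 without that library. For both, every WCO2 library lay above every mCOs library. DESeq2 called both between the oils (adjusted p = 0.0183 and 0.0183, with 0.0183 to 0.990 over the alternatives). Against glucose, schi_0951 reached 1.89 (adjusted p = 0.0538) in WCO2 and -0.31 (adjusted p = 0.680) in mCOs. The transcript schi_0951 gained a call in WCO2 without glucose replicate 2 and WCO2 replicate 1 (adjusted p = 0.0384 and 0.0241) and under DESeq2 (adjusted p from 0.00586 to 0.196 over the alternatives). The transcript schi_5874 gained a call in mCOs without mCOs replicate 1 (adjusted p = 0.0464) and under DESeq2 (adjusted p from 0.0468 to 0.335 over the alternatives). Of 7 genes annotated as acylcarnitine transporters, 1 was a DEG in WCO2 against glucose and none in mCOs.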

Cells cultivated in WCO2 were found to have higher expression of the gene coding for palmitoyltransferase (*schi_0951*) and mitochondrial acylcarnitine transporter (*act*; *schi_5874*) which are involved in the transport of FA from the cytosol to the mitochondrial matrix, thereby enabling complete β-oxidation for the generation of acetyl-CoA [62, 63]. 

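In mCOs against WCO2, the log2 fold change was 2.94 (standard error 0.88, adjusted p = 0.413) for enoyl-CoA hydratase schi_3621, 1.04 (standard error 0.32, adjusted p = 0.440) for isovaleryl-CoA dehydrogenase schi_1991, 3.60 (standard error 0.94, adjusted p = 0.333) for schi_0625, which is annotated as an isovaleryl-CoA or acyl-CoA dehydrogenase, and 1.82 (standard error 0.50, adjusted p = 0.358) for methylmalonate-semialdehyde dehydrogenase schi_1866. None was called by edgeR, and all 4 were called by DESeq2. Over the alternatives the adjusted p ran from 8.80e-04 to 0.990. The mCOs libraries lay above the WCO2 libraries in all of them except schi_0625, and without mCOs replicate 1 edgeR called schi_0625 (adjusted p = 0.0321) and schi_1866 (adjusted p = 0.0372). Counts of schi_0625 were 29, 669 and 219 in the mCOs libraries, 19, 38 and 19 in WCO2 and 135, 98 and 133 in glucose. Against glucose, schi_0625 and schi_1866 were lower in WCO2 (-2.33, adjusted p = 0.00426, and -1.91, adjusted p = 0.00322) and not called in mCOs (1.22, adjusted p = 0.324, and -0.14, adjusted p = 0.869). Enoyl-CoA hydratase schi_3621 stood at 2.85 ± 0.969 CPM in glucose, 1.42 ± 0.522 in WCO2 and 10.5 ± 11.9 in mCOs, and schi_1991 at 533 ± 177, 485 ± 26.6 and 963 ± 172. The transcript schi_3621 gained a call in mCOs without mCOs replicate 1 (adjusted p = 0.0342) and under DESeq2 (adjusted p from 0.0394 to 0.426 over the alternatives). The transcript schi_0625 gained a call in mCOs without mCOs replicate 1 (adjusted p = 0.0338).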

Whereas, in mCOs, genes coding for enoyl-CoA hydratase (*schi_3621*), isovaleryl-CoA dehydrogenase (*ivdh*; *schi_1991* and *schi_0625*) and methylmalonate semialdehyde (*msdh*; *schi_1866*) were upregulated, suggesting enhanced leucine degradation thereby generating acetyl-CoA. This suggests that the two HS trigger the utilization of different pathways for the generation of acetyl-CoA, required for energy generation in glucose-deprived conditions. Further, transcripts for several cytoskeletal elements such as myosin *(myo; schi_3067)* were found to be abundant in the case of mCOs. 

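Myosin I schi_3067 had 115, 592 and 131 expected counts in the mCOs libraries, 29, 40 and 23 in WCO2 and 91, 79 and 64 in glucose. Its log2 fold change in mCOs against WCO2 was 3.19 (standard error 0.65, adjusted p = 0.170), with all mCOs libraries above all WCO2 libraries. The transcript schi_3067 gained a call between the oils without mCOs replicate 1 (adjusted p = 0.0492) and under DESeq2 and a fit of all 15 libraries (adjusted p from 8.59e-05 to 0.959 over the alternatives). Against glucose it was lower in WCO2, at -1.39 (standard error 0.35, adjusted p = 0.0213), and not called in mCOs, at 1.74 (standard error 0.58, adjusted p = 0.0689). The transcript schi_3067 lost its call in WCO2 without glucose replicates 1 and 3 and WCO2 replicate 3 (adjusted p = 0.103, 0.0536 and 0.0730) and under a fit of all 9 libraries, a fit of all 15 libraries and limma on FPKM (adjusted p from 0.00336 to 0.114 over the alternatives). The transcript schi_3067 gained a call in mCOs without mCOs replicate 1 (adjusted p = 0.0333) and under DESeq2, a fit of all 9 libraries and a fit of all 15 libraries (adjusted p from 0.0121 to 0.283 over the alternatives).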

Type I myosin and WASL-interacting protein were found to be involved in clathrin-mediated endocytosis in microbial cells [64, 65]. 

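Expression of the long-chain acyl-CoA synthetase schi_0997 was 1.55 ± 0.126 CPM in glucose, 0.715 ± 0.239 in WCO2 and 24.9 ± 36.7 in mCOs. In the mCOs libraries its counts were 14, 997 and 83, so that replicate 2 held most of the signal. The log2 fold change between mCOs and WCO2 was 5.20 (standard error 1.39, adjusted p = 0.344), and 2.44 without mCOs replicate 2 (adjusted p = 0.822). The transcript schi_0997 gained a call between the oils without mCOs replicate 1 (adjusted p = 0.0486) and under DESeq2 (adjusted p from 9.38e-05 to 0.990 over the alternatives). WCO2 was not above glucose for this gene (-1.10, standard error 0.45, adjusted p = 0.111).

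**Figure D2:**
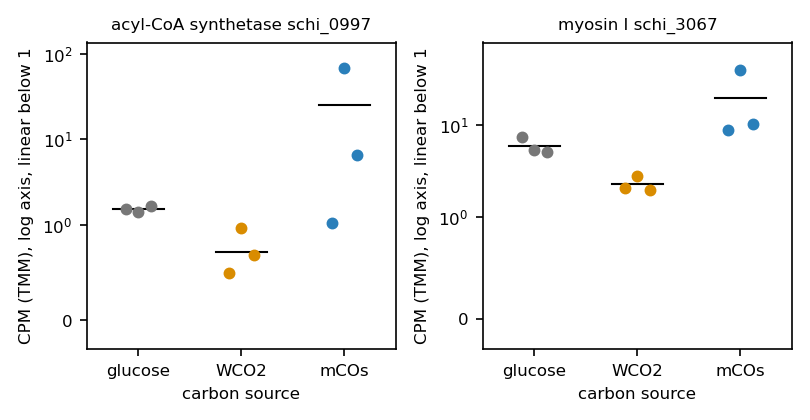
Expression per library of schi_0997 and of myosin I schi_3067 (y axis, CPM after TMM scaling, log axis that is linear below 1) by carbon source (x axis). Points are the 3 libraries and bars the means. In mCOs the libraries of schi_0997 spread from 14 to 997 counts.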

Cells cultivated in mCOs reflect a higher abundance of transcripts for these genes (*myosin*I – s*chi_3067*; l*acs – schi_0997*) suggesting enhanced uptake of mCOs as compared to WCO2.

### Secretory lipases initiate the breakdown of TAG moieties in HS

Hydrophobic substrates (WCO2 and mCOs) are majorly composed of TAG moieties (Supplementary_file 1: Fig. 2), however, there is no evidence of uptake of such large molecular weight hydrophobic compounds in bacteria and eukaryotic microbes such as yeast [66]. In order to metabolize oil as a sole carbon substrate, thraustochytrid must degrade these TAG molecules to free fatty acids by secreting lipases in the extracellular environment [67]. The eukaryotic model yeast *Saccharomyces cerevisiae* is not known to secrete such lipases and thus is unable to catabolize oil substrates. These lipases contain a characteristic α/β hydrolase fold and can be further classified according to their sequence, structure and substrate specificity [68].

In the current study, 36 lipases were identified that contain α/β hydrolase and belong to the lipid catabolic process using domain and GO analysis [69–71]. 

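All 36 lipases of the paper's Supplementary_file 2 were found in the deposited tables, and 32 had enough counts to be tested against glucose. In WCO2, 11 were higher and 2 lower, with 12 and 2 when adjusted over the list alone. In mCOs, 11 were higher and 3 lower, with 12 and 4 when adjusted over the list alone. The list was fixed from the paper, whose authors had seen these samples.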

The majority of the lipases were found to contain either fungus-like Lipase 3 or patatin-like phospholipase domain. Localization prediction using DeepLOC 2.0 found schi_5719, schi_5480 and schi_5717 to be extracellular whereas only schi_5719 was predicted to be secretory by Wolfpsort (Supplementary_file 2). Proteins schi_ 5719 and schi_5650 were predicted to possess secretory signal peptides (Sec/SPI). Recently, a thraustochytrid-specific secretory lipase was identified for *A. limacinum*, which was predicted to be secretory but does not contain any secretory signal [11]. However, this protein (schi_5717) was found to have a transmembrane residue as identified using TMHMM 2.0. This reflects that schi_5717 might belong to the cell-wall anchored lipase category as reported for yeasts whereas schi_5719 is the major secretory lipase involved in the catabolism of TAG in oil substrates (Fig. 5a).

The heatmap displayed in Fig. 5b, illustrates the differential abundances of transcripts encoding for various lipases identified for SR21 in the presence of Glu, WCO2 and mCOs. 

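Across the 32 tested lipases the median log2 fold change against glucose was 0.69 (adjusted p = 0.00203) in WCO2 and 0.42 (adjusted p = 0.0645) in mCOs, by limma's camera test with a preset inter-gene correlation of 0.01, adjusted over 18 list tests (9 lists in each oil). The values were above 0 for 21 of 32 in WCO2 and 17 of 32 in mCOs. With fry in place of camera, both oils were called (adjusted p = 0.0150 and 0.0283). Of the 18 list tests, camera called 10, 8 of which were also called by fry, and with a correlation estimated from the libraries none was called, the lowest adjusted p being 0.460. With a library left out, the WCO2 median of the lipases ranged from 0.40 without WCO2 replicate 2 to 0.78, and the list stayed called. The mCOs median ranged from 0.09 without mCOs replicate 1 to 0.66. The list was called in mCOs without mCOs replicate 1 (adjusted p = 0.0299) and without mCOs replicate 2 (adjusted p = 0.0356). The strongest rises were 3.87 for schi_0301 in WCO2 and 3.58 for schi_5151 in mCOs, and schi_5480 fell most, with -1.94 in WCO2 and -1.98 in mCOs.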

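The lipase schi_5719, which the deposited annotation leaves without a KEGG number, was found at 1.32 ± 0.149 CPM in glucose, 2.58 ± 0.719 in WCO2 and 2.96 ± 1.41 in mCOs. Its log2 fold change was 0.95 (standard error 0.39, adjusted p = 0.112) in WCO2 and 1.18 (standard error 0.52, adjusted p = 0.149) in mCOs. In each oil all 3 libraries lay above the 3 glucose libraries, and neither difference was called.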

The major secretory lipase (*schi_5719*) was found to be relatively abundant in WCO2 and mCOs as compared to Glu. However, the cell-wall anchored lipase (*schi_5717*) was found to be relatively similar in all three compared conditions. This suggests that upregulation of *schi_5719* allows SR21 to efficiently hydrolyze TAG into free fatty acids which are further transported to cytoplasm for degradation. 

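For schi_5717, which the deposited annotation names tRNA wybutosine-synthesizing protein 4 and not a lipase, the CPM were 0.970 ± 0.210 in glucose, 1.61 ± 0.538 in WCO2 and 2.88 ± 1.62 in mCOs. The log2 fold changes were 0.74 (standard error 0.45, adjusted p = 0.273) and 1.58 (standard error 0.57, adjusted p = 0.0868). The transcript schi_5717 gained a call in mCOs without mCOs replicate 1 (adjusted p = 0.0377). Its change in mCOs was larger than that of schi_5719, with all mCOs libraries above all glucose libraries, while in WCO2 the libraries overlapped.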

Significant upregulation of lipase_3 containing protein schi_5082 was observed in both HS (Fig. 5b), which is also validated via RT-PCR (Fig. 5f). This protein was predicted to be cytosolic and lacks both secretory signal and transmembrane residue. However, no significant similarity was found with other annotated lipases present in the NR database and further research is required to assign functionality to this cytoplasmic lipase. 

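Expression of schi_5082 rose from 1.19 ± 0.447 CPM in glucose to 4.94 ± 2.81 in WCO2 and 7.97 ± 5.16 in mCOs. Both changes were called, with 2.03 (standard error 0.51, adjusted p = 0.0214) and 2.75 (standard error 0.63, adjusted p = 0.0186), and no oil library overlapped a glucose library. The transcript schi_5082 lost its call in WCO2 without glucose replicates 1 and 2 and WCO2 replicate 3 (adjusted p = 0.0916, 0.0625 and 0.0791). The transcript schi_5082 lost its call in mCOs without glucose replicates 1 and 2 (adjusted p = 0.0844 and 0.0770) and under limma on FPKM (adjusted p from 1.20e-04 to 0.0806 over the alternatives).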

The upregulation of cytoplasmic TAG lipase also reflects that certain TAG molecules are internalized by the plasma membrane and are then cleaved into fatty acids. Compared to FAs, TAG moieties have higher hydrophobicity as they lack –COOH residue, however, the import of TAG via passive diffusion has not been reported till date. 

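The transcripts schi_1466, schi_5650, schi_6317 and schi_0301 were DEGs in both oils, with every oil library above every glucose library. In WCO2 their log2 fold changes were 2.45 (adjusted p = 0.00234), 1.44 (adjusted p = 0.00809), 2.60 (adjusted p = 5.45e-04) and 3.87 (adjusted p = 3.29e-04), respectively. In mCOs they were 1.93 (adjusted p = 0.0106), 1.59 (adjusted p = 0.0251), 1.80 (adjusted p = 0.0230) and 3.29 (adjusted p = 0.00166). Standard errors lay between 0.27 and 0.44. The transcript schi_1466 lost its call in mCOs without glucose replicate 1 (adjusted p = 0.0566) and under limma on FPKM (adjusted p from 2.01e-05 to 0.0537 over the alternatives). The transcript schi_5650 lost its call in mCOs without glucose replicates 1 and 3 and mCOs replicate 3 (adjusted p = 0.111, 0.0824 and 0.0716) and under limma on FPKM (adjusted p from 8.40e-04 to 0.103 over the alternatives). The transcript schi_6317 lost its call in mCOs without glucose replicates 1, 2 and 3 and mCOs replicates 1 and 3 (adjusted p = 0.0882, 0.0870, 0.0678, 0.0511 and 0.0597). By KEGG, schi_1466 is annotated as an acylglycerol lipase and schi_0301 as a cardiolipin-specific phospholipase, and neither schi_5650 nor schi_6317 has a named enzyme.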

Various other lipases belonging to the Phospholipase D family were found to be abundant in WCO2 and mCOs (1466, 5650, 6317, 0301) which resulted in efficient degradation of phospholipids in the substrate.

#### Endocytosis coupled with passive diffusion allows the import of HS

The released free fatty acids after hydrolysis by lipases should traverse the cell membrane in order to be metabolized as an energy source. In *S. cerevisiae*, import occurs via Fat1 protein, which is an ortholog of mammalian fatty acid transport protein [72]. However, this protein-mediated transport is not conserved among yeast species, for instance, a homologue of Fat1 in *Y. lipolytica* was found to be essential for its auxotrophic growth on FAs [73]. Jacquier et al. found that yeast mutants deficient in a protein kinase (*Δypk1*) failed to grow on fatty acid and established a model for endocytosis-mediated uptake of exogenous FAs [19]. However, the possible route for the uptake of FAs in thraustochytrids is not even hypothesized.

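Of the 10 fatty acid transporters in Supplementary_file 3, 9 were tested against glucose. In WCO2, 1 was higher and 2 lower (the same numbers when adjusted over the list alone), and in mCOs 1 was higher and 1 lower (2 and 1 when adjusted over the list alone). The median log2 fold change was 0.03 (adjusted p = 0.890) in WCO2, where the mean was -0.41 and the test's direction down, and -0.20 (adjusted p = 0.890) in mCOs, with camera as for the lipases.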

We identified several fatty acid transporters (TCDB – 4.C.1.1.1), similar to murine fatty acid transport protein 4 (FatP4) in SR21, however, none of them were predicted to be localized at the plasma membrane (Supplementary_file 3). 

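The transcript schi_4668, annotated as a BUR1 kinase and as N-WASP, stood at 134 ± 15.7 CPM in glucose, 355 ± 97.5 in WCO2 and 406 ± 176 in mCOs, with log2 fold changes of 1.41 (standard error 0.30, adjusted p = 0.0116) and 1.61 (standard error 0.38, adjusted p = 0.0210) and no overlap with the glucose libraries. The transcript schi_4668 lost its call in WCO2 without glucose replicate 1 (adjusted p = 0.0700). The transcript schi_4668 lost its call in mCOs without glucose replicates 1, 2 and 3 and mCOs replicate 3 (adjusted p = 0.107, 0.0665, 0.0697 and 0.0521) and under limma on FPKM (adjusted p from 2.40e-04 to 0.0843 over the alternatives). A second transcript annotated as both N-WASP and WASL-interacting protein, schi_6236, singled out after its values had been seen, had 1.98 ± 0.405, 0.723 ± 0.275 and 6.04 ± 5.94 CPM and log2 fold changes of -1.42 (standard error 0.46, adjusted p = 0.0563) and 1.63 (standard error 0.70, adjusted p = 0.137). Of the 11 genes annotated as N-WASP, schi_4668 was the only DEG in either oil among the 9 tested in WCO2 and 10 in mCOs. Of the 13 annotated as WASL-interacting protein, 11 were tested, of which schi_2705 was higher in both oils (2.64, adjusted p = 0.00519, and 2.49, adjusted p = 0.0137) and 1 was lower in WCO2. The transcript schi_2705 lost its call in mCOs without glucose replicates 1 and 2 (adjusted p = 0.0583 and 0.0525).

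**Figure D3:**
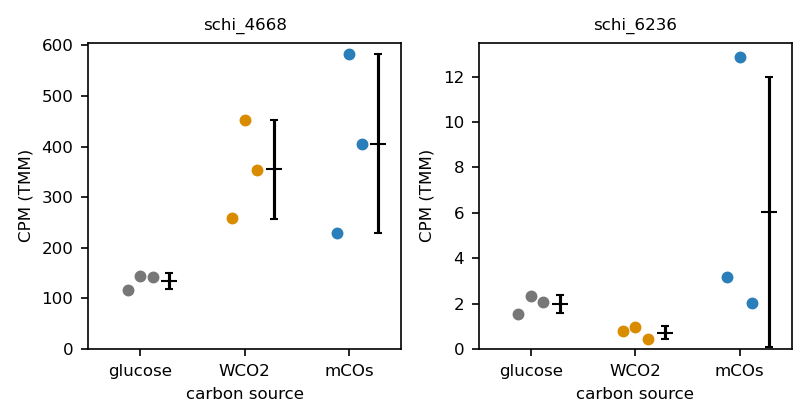
Expression per library of schi_4668 and schi_6236 (y axis, CPM after TMM scaling) by carbon source (x axis). Points are the 3 libraries and bars the mean ± SD. All oil libraries of schi_4668 lie above glucose, and the WCO2 libraries of schi_6236 lie below it.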

Whereas we found upregulation of transcripts such as WASL interacting protein (schi_4668) (Fig. 5c) and neural Wiskott-Aldrich syndrome protein (N-WASP) in HS, which is involved in receptor-mediated endocytosis [74]. The ADP-ribosylation factor (ARF) is the role player in vesicle formation and thereby regulates endocytosis in eukaryotes [75]. This GTPase enzyme is active when bound with GTP and is inactivated by the action of the enzyme ARF-GTPase-activating protein (ARF-GAP) [76]. 

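The ADP-ribosylation factor schi_6223 had 6, 32 and 9 counts in the WCO2 libraries, 9, 2 and 7 in mCOs and 0, 0 and 1 in glucose, too few for edgeR's filter. DESeq2 without a filter, chosen after the data had been seen, gave adjusted p = 0.00325 in WCO2 and 0.120 in mCOs, and over the alternatives that tested it the adjusted p ran from 0.00325 to 0.0910 and from 0.0750 to 0.120. Another gene annotated as ADP-ribosylation factor 6, schi_2773, was tested and not called, at -0.91 (adjusted p = 0.0868) in WCO2 and -1.13 (adjusted p = 0.0770) in mCOs. The transcript schi_2773 gained a call in mCOs under a fit of all 15 libraries and limma on FPKM (adjusted p from 0.0181 to 0.0881 over the alternatives) and with the replicate number as a block (log2 fold change -1.11, adjusted p = 0.0440). The ARF-GAP schi_5057 was found at 227 ± 81.9 CPM in glucose, 61.6 ± 42.3 in WCO2 and 245 ± 217 in mCOs. Its log2 fold change was -1.87 (standard error 0.59, adjusted p = 0.0502) in WCO2, with all WCO2 libraries below glucose, and 0.13 (standard error 0.78, adjusted p = 0.924) in mCOs, where the libraries overlapped. The transcript schi_5057 gained a call in WCO2 without WCO2 replicates 1 and 2 (adjusted p = 0.0400 and 0.0274) and under DESeq2, edgeR without a filter and limma on FPKM (adjusted p from 0.00596 to 0.299 over the alternatives). None of the 5 genes annotated as ARF-GAP was a DEG in either oil.

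**Figure D4:**
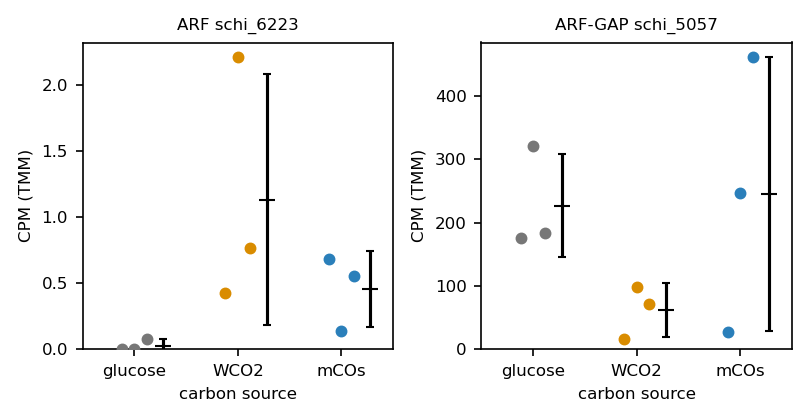
Expression per library of ARF schi_6223 and ARF-GAP schi_5057 (y axis, CPM after TMM scaling) by carbon source (x axis). Points are the 3 libraries and bars the mean ± SD. The mCOs libraries of schi_5057 spread across the range of the glucose libraries.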

Cells cultivated in the presence of HS displayed a higher abundance of ARF (*schi_6223*) (Fig. 5d), whereas the ARF-GAP was downregulated (*schi_5057*) (Fig. 5e), reflecting active vesicle budding in the presence of oil. Apart from its role in vesicle formation, Arf proteins are also known to activate phospholipase D [77], and thereby modulate membrane lipid composition. PLD was found to be upregulated in HS, allowing the conversion of phosphatidylcholine (PC) to phosphatidic acid (PA), a lipid that favors membranes with negative curvature and thus can facilitate both membrane fission and fusion [77]. 

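Among 3 genes annotated as phospholipase D, schi_4055 was a DEG in both oils and the other 2 in neither. It had 81.2 ± 23.3 CPM in glucose, 1031 ± 214 in WCO2 and 602 ± 713 in mCOs, and log2 fold changes of 3.67 (standard error 0.38, adjusted p = 5.13e-04) and 2.90 (standard error 0.85, adjusted p = 0.0454). In WCO2 all libraries lay above glucose, and in mCOs they overlapped, with counts of 18661, 1471 and 3656 against 830, 1006 and 1348 in glucose. The transcript schi_4055 lost its call in mCOs without glucose replicates 1, 2 and 3 and mCOs replicates 1 and 3 (adjusted p = 0.150, 0.151, 0.0950, 0.103 and 0.0582), under limma on FPKM (adjusted p from 3.02e-04 to 0.161 over the alternatives) and with the replicate number as a block (log2 fold change 2.04, adjusted p = 0.105).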

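Of 6 genes annotated as myosin I, 2 were lower in WCO2 than in glucose and none was a DEG in mCOs. Their log2 fold changes ran from -2.64 to 0.41 in WCO2 and from -0.44 to 1.74 in mCOs. The most abundant, schi_nov_003, had 95.5 ± 17.1 CPM in glucose and changed by -0.74 (adjusted p = 0.0491) in WCO2 and -0.44 (adjusted p = 0.315) in mCOs.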

Transcriptomic data also highlighted differential expression of several cytoskeletal elements such as myosin I which is known to be involved in endocytosis [65]. Thus, the lack of membrane FA transporters and upregulation of proteins such as Arf, Pld and WASL suggest that thraustochytrids rely on passive diffusion and endocytosis for the uptake of exogenous FAs (Fig. 4a and b).

**Fig. 5:**
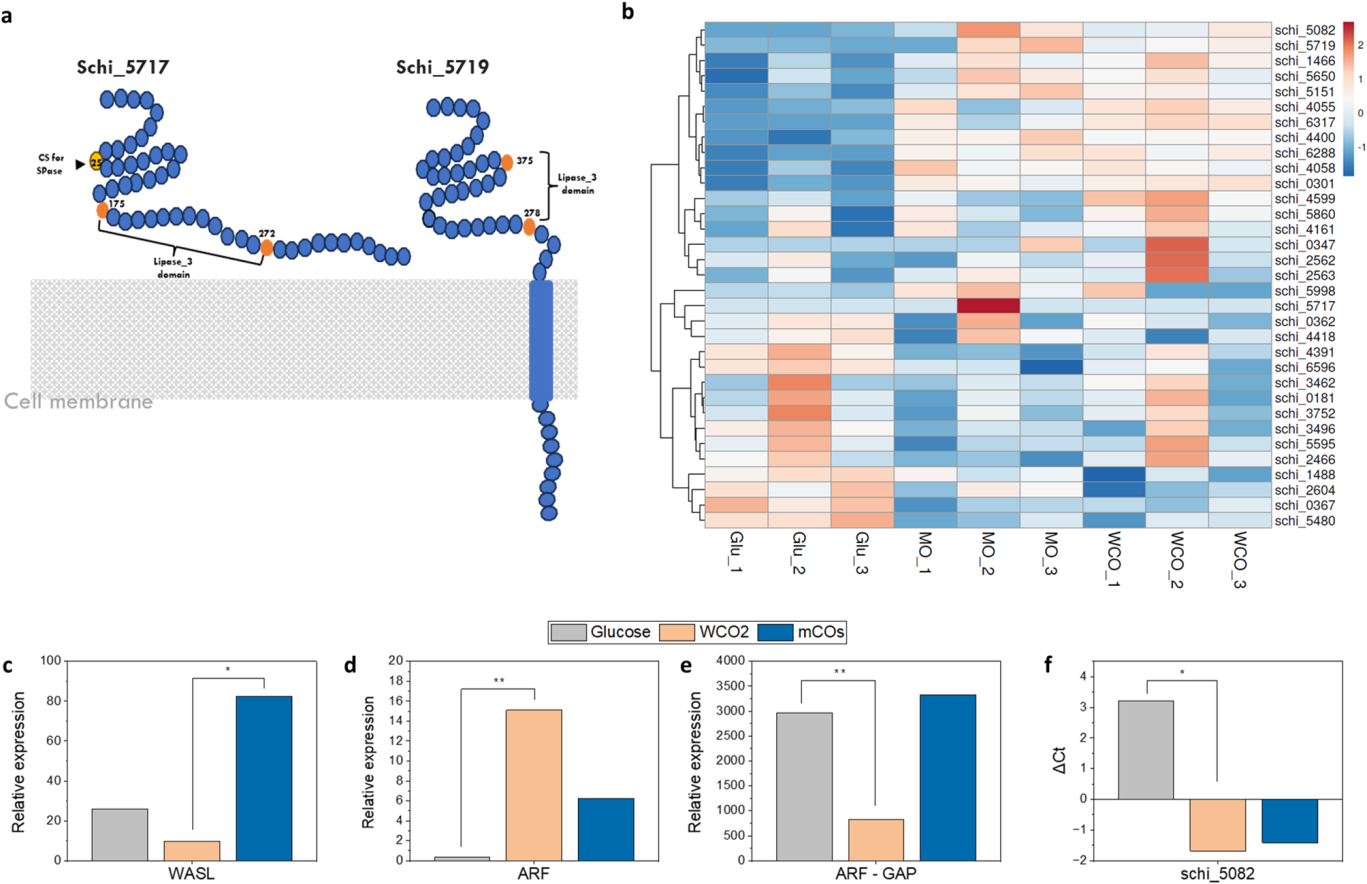
Secretory lipases and endocytosis allow oil utilization in SR21 **(a)** Schematic illustration for lipases (secretory and membrane-anchored) identified in S. limacinum SR21. Different features such as cleavage site (CS) for signal peptidase, lipase_3 domain and transmembrane domain is predicted using computational tools and highlighted; **(b)** Heatmap depicting the relative expression for all the lipases in SR21, the transcripts are clustered on the basis of correlation; Relative expression of **(c)** WASL-interacting protein; **(d)** ARF and **(e)** ARF-GAP, highlighting upregulated endocytosis in the presence of HS. Graph is plotted with transcript abundance (FPKM) of three biological replicates; **(f)** Relative expression of cytoplasmic TAG lipase (schi_5082) quantified using RT-PCR

### Coupling of peroxisomal and mitochondrial β-oxidation to generate acetyl-CoA

As discussed previously, the uptake of fatty acids is followed by its activation by ACS, that convert hydrophobic moieties into soluble acyl-CoA thioesters, directing it further in the cytoplasmic organelles [78]. In *S. cerevisae*, the Fat1 transporter itself contains the ACS in the C-terminus, thereby involved in both the uptake and activation of FAs [79]. Two additional ACS are reported for *S. cerevisae*, i.e., Faa1 and Faa4 which interact with Fat1 to form a complex [80]. Genomic data for *Arabidopsis* encode nine ACS whereas the marine diatom *Phaeodactylum tricornutum* possesses five ACS [81, 82]. In SR21, nine putative ACS have been identified, which are distributed in the cytoplasm, peroxisome, cell membrane and ER (Supplementary_file 4). In comparison to Glu, several ACS encoding transcripts such as *schi_0997, schi_5617 and schi_2197* (Fig. 6a) were found to be significantly abundant in the cells cultivated in HS. 

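Each of the 9 ACS of Supplementary_file 4 was listed and tested. The median log2 fold change against glucose was 0.54 (adjusted p = 0.0262) in WCO2 and 0.87 (adjusted p = 0.0262) in mCOs by camera, with 7 of 9 above 0 in each oil. In WCO2, 2 were higher and none lower, as when adjusted over the list alone, and in mCOs 2 were higher (3 when adjusted over the list alone). The list was not called in WCO2 without glucose replicate 2, glucose replicate 3 or WCO2 replicate 2 (adjusted p = 0.0552, 0.0678 and 0.0513). In mCOs it was not called without glucose replicates 2 and 3 (adjusted p = 0.0646 and 0.0674), or with the replicate number as a block, where the median was 0.79 and the adjusted p 0.0652.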

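Of the named ACS, schi_5617 rose from 27.4 ± 3.80 CPM in glucose to 495 ± 93.4 in WCO2 and 665 ± 399 in mCOs, with log2 fold changes of 4.18 (standard error 0.31, adjusted p = 1.37e-04) and 4.62 (standard error 0.50, adjusted p = 0.00134). For schi_2197, the changes were 1.85 (standard error 0.29, adjusted p = 0.00268) and 1.95 (standard error 0.38, adjusted p = 0.0112). No oil library of either overlapped a glucose library. The transcript schi_2197 lost its call in mCOs without glucose replicate 1 (adjusted p = 0.0689). The third, schi_0997, had log2 fold changes of -1.10 in WCO2 and 4.03 (standard error 1.25, adjusted p = 0.0541) in mCOs, where its libraries overlapped with glucose. The transcript schi_0997 gained a call in mCOs without mCOs replicate 1 (adjusted p = 0.0114) and under DESeq2, a fit of all 9 libraries and a fit of all 15 libraries (adjusted p from 0.0165 to 0.334 over the alternatives).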

As discussed previously, the upregulated transcripts might be specific for C16 FAs, and are thus involved in their activation and assimilation, directing them towards β-oxidation.

Thraustochytrids are known to employ both peroxisomal and mitochondrial β-oxidation for the degradation of FAs [83, 84]. 

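The transporter schi_0309, annotated as a peroxisomal long-chain fatty acid import protein, was a DEG in both oils, with 110.0 ± 17.4 CPM in glucose, 933 ± 97.2 in WCO2 and 1029.8 ± 451 in mCOs. Its log2 fold changes were 3.09 (standard error 0.31, adjusted p = 4.38e-04) and 3.24 (standard error 0.42, adjusted p = 0.00256). Of the other listed transporters, schi_4609 fell by 5.94 on the log2 scale in WCO2 (adjusted p = 4.38e-04) and was not called in mCOs (-1.39, adjusted p = 0.195). The mitochondrial carrier schi_4442 was lower in both oils, with -2.04 (adjusted p = 0.00405) and -2.70 (adjusted p = 0.00426).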

The peroxisomal and mitochondrial localized FAT were found to be upregulated in SR21 cultivated in WCO2 and mCOs (Fig. 6a). 

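A list of 48 genes with KEGG numbers of β-oxidation enzymes, set before the data were examined, had a median log2 fold change of 0.72 (adjusted p = 7.44e-06) in WCO2 and 1.20 (adjusted p = 1.43e-08) in mCOs by camera. Values were above 0 for 35 of 47 tested genes in WCO2 and 39 of 48 in mCOs. In WCO2, 20 genes were higher and 6 lower, as when adjusted over the list alone, and in mCOs 18 were higher and 2 lower (21 and 2 when adjusted over the list alone). Among 5 acyl-CoA oxidases, 2 were higher and 1 lower in each oil, with schi_6424 at 4.79 (standard error 0.37, adjusted p = 1.85e-04) in WCO2 and 4.96 (standard error 0.55, adjusted p = 0.00145) in mCOs. Of 9 acyl-CoA dehydrogenases, 4 were higher in each oil and 1 lower in WCO2, and schi_5342, the most abundant, changed by 3.44 (standard error 0.45, adjusted p = 0.00131) and 2.92 (standard error 0.44, adjusted p = 0.00443). The acyl-CoA dehydrogenase schi_1101 (K15389, outside this list), chosen after its values were seen in Fig. 6a, had 30630, 60423 and 51764 counts in the WCO2 libraries and 1213, 1650 and 1439 in glucose.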

The transcripts for enzymes participating in the oxidation of FAs in both mitochondria and peroxisome were also found to be upregulated (Fig. 6a). The enzyme acyl-CoA oxidase (ACOX) catalyzes the first step in peroxisomal β-oxidation, whereas in mitochondria acyl-CoA dehydrogenases (ACAD) are responsible for the removal of hydrogen atoms. Watanabe et al. generated *Δacox* mutants of *Aurantiochytrium* sp. and found enhanced DHA accumulation [85]. 

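All 3 genes annotated as ketoacyl-CoA thiolase were DEGs in both oils, with log2 fold changes from 3.04 to 4.49 in WCO2 and from 3.05 to 4.23 in mCOs. The one with the highest mean count over the libraries, schi_6446, rose from 228 ± 54.8 CPM in glucose to 5127 ± 1677 in WCO2 and 4248 ± 2160.3 in mCOs (4.49, standard error 0.45, adjusted p = 4.38e-04, and 4.23, standard error 0.56, adjusted p = 0.00272, respectively), without overlap of the libraries. In glucose schi_4827 was more abundant than schi_6446, at 404 ± 95.7 CPM.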

The enzyme catalyzing the final step in FA oxidation; ketoacyl-CoA thiolase (KAT) was found to be significantly higher in the presence of HS (Fig. 6a). The mechanistic activity of KAT results in the removal of two carbon atoms and the generated (n-2) FA is processed again through the same oxidation cycle till the formation of acetoacetyl-CoA. Short-chain FAs are transferred from peroxisome to mitochondria for complete oxidation. 

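Of 5 genes annotated as acetyl-CoA acetyltransferase, schi_4827 was the only DEG in either oil. It also carries the number of a ketoacyl-CoA thiolase, and had 404 ± 95.7 CPM in glucose, 3333 ± 1405 in WCO2 and 3300.4 ± 2187 in mCOs, with log2 fold changes of 3.04 (standard error 0.44, adjusted p = 0.00203) and 3.05 (standard error 0.56, adjusted p = 0.00938). Over the 5 genes the changes ran from -0.33 upward in WCO2 and from 0.08 upward in mCOs.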

Mitochondrial acetyl-CoA acetyltransferase catalyzes the final reversible reaction to generate two molecules of acetyl-CoA and was found to be significantly higher in the presence of HS [86].

Another key player in both peroxisomal and mitochondrial oxidation is carnitine, which allows the translocation of FA intermediates from cytosol via the carnitine cycle [87]. Carnitine palmitoyltransferase is a mitochondrial outer membrane protein that attaches carnitine moiety to fatty acyl-CoA generating acylcarnitines. These fatty acylcarnitines are then translocated into the mitochondrial matrix and are acted upon by carnitine acetyltransferase to generate carnitine and fatty acyl-CoA, which further undergoes mitochondrial β-oxidation [88]. Along with mitochondrial carnitine acyltransferases, SR21 also possesses certain peroxisomal CAT which might aid in the export of FA oxidation products to the cytosol or mitochondria. 

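Carnitine acetyltransferase is annotated on 7 genes, of which 5 were higher and 1 lower in WCO2, and 4 higher and 1 lower in mCOs. The one with the highest mean count over the libraries, schi_5458, rose from 492 ± 45.6 CPM in glucose to 2862 ± 414 in WCO2 and 2051 ± 829.7 in mCOs, with log2 fold changes of 2.54 (standard error 0.33, adjusted p = 0.00132) and 2.07 (standard error 0.42, adjusted p = 0.0126). The one that fell, schi_0388, was more abundant than schi_5458 in glucose, at 1830 ± 310 CPM. It changed by -3.29 (adjusted p = 8.79e-04) in WCO2 and -3.28 (adjusted p = 0.00134) in mCOs. The transcript schi_5458 lost its call in mCOs without glucose replicate 1 (adjusted p = 0.0659). No gene in the deposited tables is annotated as carnitine palmitoyltransferase.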

Figure 6a displays significant upregulation of both carnitine palmitoyltransferase and carnitine acetyltransferase in the presence of HS. Thus, the transcriptomic data suggests that in the presence of HS, SR21 cells efficiently catabolize FAs in the substrate by upregulating both mitochondrial and peroxisomal β-oxidation to generate acetyl-CoA.

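The list of β-oxidation genes kept its direction and its call in both oils under each alternative and with each library left out, its median lying between 0.54 and 1.41 in WCO2 and between 0.80 and 1.46 in mCOs. These calls rest on the preset inter-gene correlation. With a correlation estimated from the libraries, the list was called in neither oil (adjusted p = 0.524 in WCO2 and 0.500 in mCOs). Of 10 splits of the mCOs and glucose libraries, 2 gave a camera p as small, the real one included. The real split reached a -log10 p of 9.10 and the other 9.52, so that this p does not set carbon source apart in mCOs. In WCO2 the real split had the smallest p (-log10 p of 6.08, against at most 4.24). From the higher transcripts of these enzymes and of the carnitine cycle, the paper proposes that fatty acids from the oils are degraded to acetyl-CoA in both compartments.

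**Figure D5:**
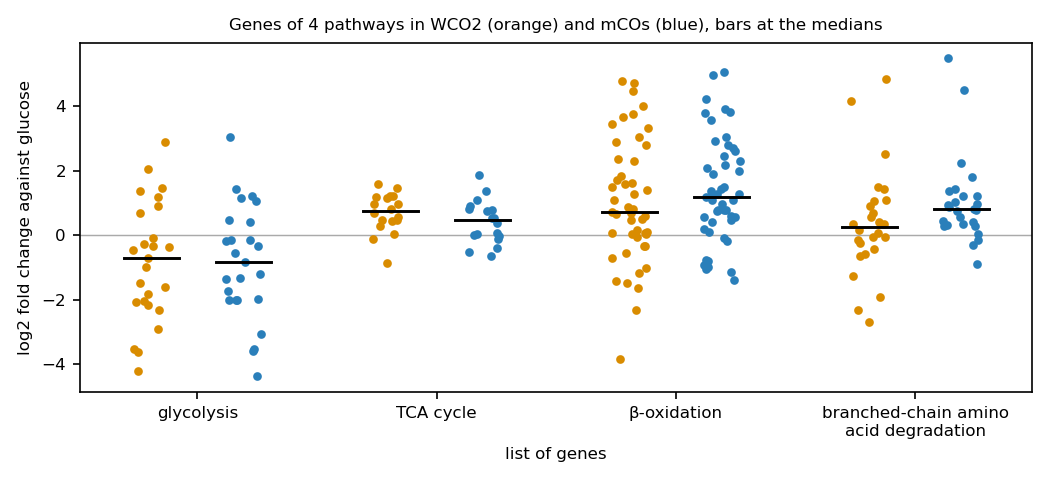
Log2 fold change against glucose (y axis) of each tested gene in the lists of glycolysis, TCA cycle, β-oxidation and branched-chain amino acid degradation (x axis), in WCO2 (orange) and mCOs (blue). Points are genes and bars the medians, which for β-oxidation are 0.72 in WCO2 and 1.20 in mCOs.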

### Channeling of acetyl-CoA among lipid biosynthesis, TCA and amino acid metabolism

In the presence of HS, genes participating in hexose metabolism i.e., glucose, were found to be significantly downregulated (Fig. 6b). Similarly, the expression of genes coding for enzymes participating in the pentose phosphate pathway (PPP) was significantly lower in the cells cultivated in oil. 

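For 25 genes with KEGG numbers of glycolytic enzymes, the median log2 fold change was -0.70 (adjusted p = 0.00502) in WCO2 and -0.84 (adjusted p = 1.49e-04) in mCOs by camera, with 18 of 25 below 0 in each oil. In WCO2, 4 were higher and 11 lower (5 and 11 when adjusted over the list alone), and in mCOs 1 was higher and 11 lower (4 and 12 when adjusted over the list alone). The hexokinase schi_0811, seen in Fig. 6b, had 5111, 5037 and 4294 counts in the glucose libraries, 1716, 1425 and 1076 in WCO2 and 1428, 1297 and 1030 in mCOs, with log2 fold changes of -1.82 (standard error 0.27, adjusted p = 0.00245) and -1.97 (standard error 0.28, adjusted p = 0.00340).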

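The 8 genes with KEGG numbers of the PPP had a median log2 fold change of -0.69 (adjusted p = 0.890) in WCO2 and -0.61 (adjusted p = 0.890) in mCOs by camera. In each oil, 5 of 8 were below 0, 1 was higher and 1 lower as a DEG, and 4 in WCO2 and 2 in mCOs were lower when adjusted over the list alone. Values ran from -1.81 to 2.87 in WCO2 and from -1.30 to 2.69 in mCOs.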

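Among the PPP enzymes, glucose-6-phosphate dehydrogenase schi_3912 had 99.0 ± 9.14 CPM in glucose, 76.0 ± 7.06 in WCO2 and 74.6 ± 3.26 in mCOs, and changed by -0.38 (standard error 0.22, adjusted p = 0.251) in WCO2 and -0.39 (standard error 0.24) in mCOs. The second glucose-6-phosphate dehydrogenase, schi_4427, changed by -1.01 (standard error 0.35, adjusted p = 0.0702) and -1.09 (standard error 0.36, adjusted p = 0.0666), and 6-phosphogluconate dehydrogenase schi_5078 by -1.08 (standard error 0.38, adjusted p = 0.0713) and -0.84 (standard error 0.37, adjusted p = 0.147). In each oil all libraries of the 3 genes lay below the glucose libraries, and edgeR called none of them. The transcript schi_4427 gained a call in WCO2 without WCO2 replicate 3 (adjusted p = 0.0352) and under a fit of all 15 libraries and limma on FPKM (adjusted p from 0.0123 to 0.0913 over the alternatives). The transcript schi_4427 gained a call in mCOs under DESeq2, a fit of all 15 libraries and limma on FPKM (adjusted p from 0.0171 to 0.0787 over the alternatives) and with the replicate number as a block (log2 fold change -1.15, adjusted p = 0.0222). The transcript schi_5078 gained a call in WCO2 without glucose replicate 2 (adjusted p = 0.0390) and under DESeq2, a fit of all 15 libraries and limma on FPKM (adjusted p from 0.0126 to 0.0791 over the alternatives).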

The two NADPH generating enzymes of PPP; glucose-6-phosphate dehydrogenase (*schi_3912*, and *schi_4427*) and gluconate-6-phosphate dehydrogenase (*schi_5078*) were found to be downregulated in the presence of WCO2 and mCOs as compared to glucose, which results in lower NADPH required for fatty acid biosynthesis. In such cases, NADPH can be regenerated using two anaplerotic enzymes isocitrate dehydrogenase and malic enzyme. 

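Isocitrate dehydrogenase schi_3120, annotated with the NAD-dependent enzyme among others, was found at 772 ± 143 CPM in glucose, 1517 ± 709.7 in WCO2 and 1625 ± 933 in mCOs. The log2 fold change was 0.97 (standard error 0.44, adjusted p = 0.147) in WCO2, where the libraries overlapped with glucose, and 1.08 (standard error 0.45, adjusted p = 0.128) in mCOs, where they did not. The transcript schi_3120 gained a call in WCO2 without WCO2 replicate 2 (adjusted p = 0.0354). The transcript schi_3120 gained a call in mCOs under DESeq2 (adjusted p from 0.0365 to 0.199 over the alternatives). The other gene with the KEGG number of isocitrate dehydrogenase, schi_1347, was a DEG in WCO2 (1.20, adjusted p = 0.0354) and not in mCOs (0.80, adjusted p = 0.386). Of 3 genes annotated as malic enzyme, 2 were lower in WCO2 and 1 in mCOs, and schi_5455, the most abundant, fell in both (-2.24, adjusted p = 0.00156, and -3.08, adjusted p = 0.00166).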

In the current study, isocitrate dehydrogenase (*schi_3120*) was found to be significantly upregulated in the presence of both HS (Supplementary_file: 1, Fig. 3). Fatty acid oxidation is the sole pathway for the generation of acetyl-CoA in the presence of HS, thus expression of pyruvate kinase and pyruvate dehydrogenase was significantly lower in comparison to glucose. 

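Of 3 pyruvate kinase genes, schi_1674, the most abundant, was lower in both oils and the other 2 were not called. It fell from 1541 ± 491 CPM in glucose to 83.6 ± 6.30 in WCO2 and 74.3 ± 28.5 in mCOs, with log2 fold changes of -4.20 (standard error 0.39, adjusted p = 3.29e-04) and -4.36 (standard error 0.46, adjusted p = 0.00119). All 5 pyruvate dehydrogenase genes were below glucose, 3 of them as DEGs in WCO2 and 5 in mCOs, with changes from -2.07 to -1.21 and from -2.46 to -1.55. The E1 subunit schi_4472, the most abundant of these, changed by -1.36 (standard error 0.49, adjusted p = 0.0754) in WCO2 and -1.77 (standard error 0.45, adjusted p = 0.0270) in mCOs. The transcript schi_4472 gained a call in WCO2 without glucose replicate 2 (adjusted p = 0.0399) and under DESeq2, a fit of all 15 libraries and limma on FPKM (adjusted p from 0.0173 to 0.0824 over the alternatives). The transcript schi_4472 lost its call in mCOs without glucose replicates 1 and 3 and mCOs replicates 2 and 3 (adjusted p = 0.0993, 0.0880, 0.0544 and 0.0921).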

The acetyl-CoA generated has several anabolic fates; it can be carboxylated to form malonyl-CoA and enter the lipid pathway, or it can act as a precursor for terpenoids and enter the mevalonate pathway. Citrate synthase utilizes the acetyl-CoA molecule and converts it into citrate, thereby tagging it for the TCA cycle. In the presence of WCO2 and mCOs, citrate synthase and other TCA cycle enzymes were found to be significantly higher (Fig. 6b). 

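Citrate synthase schi_2316 had 1577 ± 428 CPM in glucose, 4701 ± 1243 in WCO2 and 2949.9 ± 2196 in mCOs. It was a DEG in WCO2, at 1.57 (standard error 0.40, adjusted p = 0.0233) with no overlap of libraries, and not in mCOs, at 0.91 (standard error 0.55, adjusted p = 0.277). The difference between the oils itself was -0.63 (adjusted p = 0.999). The transcript schi_2316 lost its call in WCO2 without glucose replicates 1, 2 and 3 and WCO2 replicates 1 and 3 (adjusted p = 0.0710, 0.0648, 0.0766, 0.0534 and 0.0570) and under a fit of all 9 libraries (adjusted p from 3.53e-05 to 0.0603 over the alternatives). Over 18 TCA cycle genes the median log2 fold change was 0.75 (adjusted p = 0.0285) in WCO2 and 0.46 (adjusted p = 0.243) in mCOs by camera, above 0 for 16 and 12 of 18. In WCO2, 4 were higher and none lower, and in mCOs 1 was higher and none lower, the same numbers as when adjusted over the list alone. By fry the WCO2 list was not called (adjusted p = 0.0929). The call was also lost without glucose replicate 2, WCO2 replicate 1 and WCO2 replicate 3 (adjusted p = 0.0913, 0.0833 and 0.0643). In mCOs the median turned to -0.15 without mCOs replicate 1 and reached 0.69 without mCOs replicate 2.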

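None of the 4 genes annotated as succinate dehydrogenase subunits was a DEG in either oil. The flavoprotein subunit schi_4844, the most abundant, had 1249 ± 364 CPM in glucose, 2812 ± 1089 in WCO2 and 2077 ± 1583 in mCOs, with log2 fold changes of 1.16 (standard error 0.44, adjusted p = 0.0868) and 0.74 (standard error 0.59, adjusted p = 0.412). In WCO2 its libraries all lay above glucose. The transcript schi_4844 gained a call in WCO2 without WCO2 replicate 2 (adjusted p = 0.0369) and under DESeq2 (adjusted p from 0.0131 to 0.189 over the alternatives). Over the 4 genes the changes ran from -0.10 to 1.16 in WCO2 and from -0.03 to 0.74 in mCOs.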

We found upregulation of succinate dehydrogenase enzyme in the presence of HS, that links TCA to oxidative phosphorylation and provides electrons to quinones leading to ATP generation (Fig. 6b). This further provides the metabolic insights for the previously observed higher biomass for SR21 grown in HS. Lipids have been known to be a better energy source than glucose, i.e., palmitate yields 4.1 high energy phosphate bonds per mol of O_2_, which is relatively higher than glucose [89].

In the presence of nutritional stress, the acetyl-CoA generated is used for anabolic processes via glyoxylate shunt. Isocitrate lyase (ICL) converts isocitrate to glyoxylate and succinate and the glyoxylate generated is further utilized by malate synthase (MS) for the formation of malate which then is redirected towards gluconeogenesis [90]. Cells cultivated in HS have higher abundances of both *icl* (*schi_3536)* and *ms*, suggesting an efficient glyoxylate cycle for the biosynthesis of other molecules. 

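Isocitrate lyase schi_3536 rose from 127 ± 44.6 CPM in glucose to 2449.7 ± 1031 in WCO2 and 1631 ± 533 in mCOs, with log2 fold changes of 4.27 (standard error 0.51, adjusted p = 9.20e-04) and 3.70 (standard error 0.44, adjusted p = 0.00182) and no overlap of libraries. The second isocitrate lyase gene, schi_3537, was not listed in glucose, had 126, 6 and 34 counts in WCO2 and 42, 596 and 12 in mCOs, and was a DEG in mCOs (adjusted p = 0.0270) and not tested in WCO2. The transcript schi_3537 lost its call in mCOs without glucose replicates 1, 2 and 3 (adjusted p = 0.0704, 0.0901 and 0.0572). Malate synthase, matched by its GO term to schi_3192, had 876 ± 100.5, 1557 ± 454 and 1126 ± 144 CPM and was not called in WCO2 (0.83, standard error 0.35, adjusted p = 0.122) or mCOs (0.38, standard error 0.32, adjusted p = 0.434).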

Figure 6c also highlights the transcript abundance for *icl*, validated using RT-PCR. Further, the branched-chain amino acid metabolism (Val, Leu and Ile) was also found to be significantly upregulated in the presence of HS along with the synthesis of serine and glycine. 

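Over 26 genes of branched-chain amino acid degradation, the median log2 fold change was 0.26 (adjusted p = 0.235) in WCO2 and 0.80 (adjusted p = 0.00203) in mCOs by camera, with 15 and 23 of 26 above 0. In WCO2, 6 were higher and 3 lower, and in mCOs 5 were higher and none lower, as when adjusted over the list alone. With fry the mCOs list was not called (adjusted p = 0.0929). Of 10 splits of the mCOs and glucose libraries, 3 gave a camera p as small, the real one included. The real split reached a -log10 p of 3.17 and another 11.5, so that this p does not set carbon source apart. Of 7 genes of serine and glycine synthesis, counted without a list test, 3 were higher in each oil and none lower, also when adjusted over the list alone. Their median was -0.08 in WCO2, where the mean was 0.90, and 0.46 in mCOs.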

The degradation of branched-chain amino acid further leads to the production of acetyl-CoA and other TCA intermediates, thereby providing electrons for enhanced ATP generation.

**Fig. 6:**
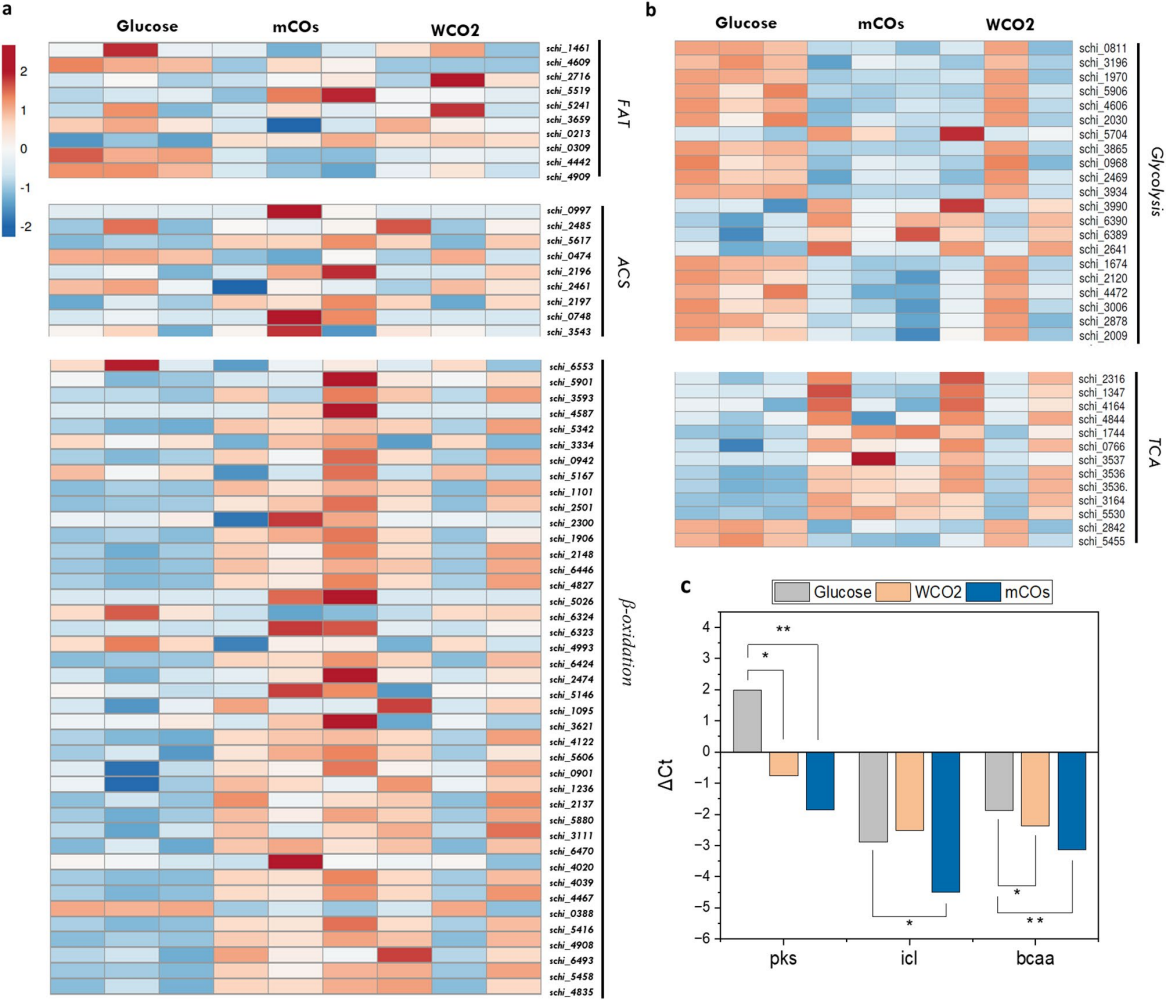
Differential expression of genes participating in various pathways **(a)** Lipid catabolism; **(b)** carbon metabolism depicted in the form of heatmap; **(c)** RT-PCR validation of significant genes (*pks: polyketide synthase, icl: isocitrate lyase, bcc: branched chain amino acid*). Data represents ΔC_t_ value normalized using 18 S and actin as internal control and is mean of biological triplicates

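Acetyl-CoA carboxylase schi_1958 fell from 14376 ± 1208 CPM in glucose to 495 ± 449.6 in WCO2 and 459 ± 74.0 in mCOs. Its log2 fold changes were -4.85 (standard error 0.72, adjusted p = 0.00235) and -4.95 (standard error 0.46, adjusted p = 0.00103), with every oil library below every glucose library.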

Intracellular lipid accumulation is initiated by carboxylation of the acetyl-CoA molecule catalyzed by acetyl-CoA carboxylase *(schi_1958)*, which was relatively low in HS as compared to glucose (Fig. 7b). Thraustochytrids are known to possess an alternative PKS-dependent pathway for the biosynthesis of long-chain PUFAs. SR21 is predicted to contain six ORFs corresponding to PKS clusters. 

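Of the PKS genes schi_nov_138, schi_nov_127, schi_nov_143, schi_nov_131, schi_nov_139 and schi_6051, 4 were tested and 3 of these were lower in both oils, also when adjusted over the list alone. In WCO2 the log2 fold changes were -3.83 (standard error 1.02, adjusted p = 0.0268) for schi_nov_138, -3.65 (standard error 0.75, adjusted p = 0.00979) for schi_nov_127 and -3.35 (standard error 0.84, adjusted p = 0.0220) for schi_nov_139. In mCOs they were -5.72 (standard error 0.64, adjusted p = 0.00148), -4.50 (standard error 0.57, adjusted p = 0.00226) and -4.57 (standard error 0.58, adjusted p = 0.00224). The most abundant, schi_nov_127, stood at 13955 ± 4743 CPM in glucose, 1109 ± 955 in WCO2 and 608 ± 235 in mCOs. No change was called for schi_6051 (-0.35, adjusted p = 0.667 in WCO2, and -0.20, adjusted p = 0.848 in mCOs). The remaining schi_nov_143 and schi_nov_131 were too rare for edgeR's filter, with 9, 17 and 0 and with 1, 121 and 0 counts in the glucose libraries, and were not listed in any oil library. Without a filter, a setting chosen after the data had been seen, DESeq2 gave schi_nov_143 an adjusted p of 0.0410 in WCO2 and 0.0747 in mCOs (0.0410 to 0.245 and 0.0747 to 0.283 over the alternatives), and none to schi_nov_131. Over the 4 tested genes the median was -3.50 (adjusted p = 0.0733) in WCO2 and -4.54 (adjusted p = 4.86e-05) in mCOs by camera. The transcript schi_nov_138 lost its call in WCO2 without glucose replicates 1 and 2 and WCO2 replicate 3 (adjusted p = 0.0684, 0.0511 and 0.0719) and under a fit of all 15 libraries (adjusted p from 0.00474 to 0.118 over the alternatives). The transcript schi_nov_139 lost its call in WCO2 without glucose replicate 1 and WCO2 replicate 3 (adjusted p = 0.0647 and 0.0668). The list was called in WCO2 without glucose replicate 3, WCO2 replicate 1 and WCO2 replicate 2 (adjusted p = 0.0390, 0.0136 and 0.0325) and by fry (adjusted p = 0.0217). It was also called in WCO2 under DESeq2, both joint fits, edgeR without a filter and limma on FPKM with the filter, with adjusted p from 0.0178 to 0.229 over the alternatives. The counts of all 23 genes with K01043 taken as 1 gene fell by 3.63 in WCO2 (standard error 0.70, adjusted p = 0.00678) and by 4.70 in mCOs (standard error 0.51, adjusted p = 0.00123) on the log2 scale.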

Interestingly, all the transcripts were found to be significantly lower in the presence of HS *(schi_nov_138, schi_nov_127, schi_nov_143, schi_nov_131, schi_nov_139, schi_6051).* Downregulation of FA synthesis genes along with lower DHA (Fig. 2a) in the presence of HS can be inferred as enhanced acetyl-CoA partitioning towards essential cell constituents such as amino acids and nucleotides than lipid molecules. The substantial conversion of HS into DHA can be attributed to basal expression of PKS clusters. 

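The desaturase schi_0457, which KEGG annotates as a Delta7-sterol 5-desaturase, had 84.1 ± 24.2 CPM in glucose, 218 ± 62.8 in WCO2 and 178 ± 40.0 in mCOs. Its log2 fold changes were 1.38 (standard error 0.34, adjusted p = 0.0194) and 1.10 (standard error 0.33, adjusted p = 0.0463), without overlap of the libraries. The transcript schi_0457 lost its call in WCO2 without glucose replicate 1 and WCO2 replicates 1 and 3 (adjusted p = 0.0884, 0.0536 and 0.0549). The transcript schi_0457 lost its call in mCOs without any single library of the 6 (adjusted p from 0.0504 to 0.190, the latter without glucose replicate 1) and under edgeR without a filter and limma on FPKM (adjusted p from 0.00870 to 0.134 over the alternatives).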

The accumulated pools of unsaturated fatty acids C16:1 and C16:2 can be justified by the upregulated desaturase (*schi_0457)* (Fig. 7b) in the presence of HS, while they were not observed for glucose.

### Effect of HS on intracellular lipid partitioning

Intracellular lipid composition is species-dependent and varies significantly according to the cultivation conditions. To pinpoint the differences among the lipid classes of the intracellular lipids synthesized via the “*de novo*” and “*ex novo*” lipid synthesis pathway, a fractionation method was used to separate the lipids into neutral lipid (NL), glycolipid (GL) and phospholipid (PL). As shown in Fig. 7a. the major lipid fraction corresponds to NLs, with lower levels for glucose (56.5 ± 2.5%), while they increased for mCOs (69.6 ± 1.6%) and maximized for WCO2 (85.7 ± 3.6%). As expected, GLs and PLs followed the opposite trend, with fractions belonging to glucose and mCOs having GLs (31.6 ± 2.2 and 20.1% ± 0.6% respectively) as the predominant type of lipids, while WCO2 has slightly higher PL content as compared to GL.

Microbial oil is comprised of free fatty acids (FFAs) with different saturation levels and different lipid classes (polar and non-polar) [91]. Neutral lipids do not contain any polar functional groups and mainly consist of TAGs, as well as monoacylglycerols (MAGs), diacylglycerols (DAGs) and sterols [92]. TAGs are used as reserve lipids for metabolic energy purposes and are the main component of cytosolic lipid droplets. Neutral lipid TAGs consist mainly of SFAs and MUFAs and to a lesser extent of PUFAs since these are mostly prominent in polar lipids [93]. The latter include phospholipids and glycolipids which are highly unsaturated long carbon chain lipids and main components of the cell membrane. Overall, the lipids synthesized during the “*de novo*” pathway contained higher polar lipids (43.6% total PLs and GLs), which were 1.4-fold and 2.1-fold higher than mCOs and WCO2. That is an anticipated result, as DHA-rich PUFAs are mainly found in polar lipids and were also measured 1.3-fold and 1.7-fold higher in the lipids synthesized during “*de novo*” pathway compared to the “*ex novo*”.

The increased content of NLs for the HS is associated with an elevated TAG content since TAGs have been reported to be the main component of NLs for thraustochytrids [94]. Thin layer chromatography (TLC) results (Supplementary_file 1: Fig. 2) also verified a trend where higher TAGs were present in the intracellular lipids produced in WCO2 media, followed by mCOs and glucose. *De novo* TAG assembly occurs via the Kennedy pathway in ER of the eukaryotic cell and involves the participation of three enzymes glycerol 3-phosphate acyltransferase (GPAT), lysophosphatidic acid (LPAT) and diacylglycerol acyltransferase (DGAT). The committed step of the pathway is the conversion of diacylglycerol (DAG) to TAG moieties, which is mediated by DGAT. 

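The gene whose GO term names glycerol-3-phosphate acyltransferase, schi_0098, had 1, 13 and 17 counts in glucose, 1, 2 and 1 in WCO2 and 7, 108 and 6 in mCOs. It was too rare for edgeR's filter in WCO2, and in mCOs its log2 fold change was 1.84 (standard error 1.18, adjusted p = 0.304). DESeq2 without a filter, chosen after the data had been seen, gave adjusted p = 0.0823 in WCO2 and 0.262 in mCOs. Over the alternatives the adjusted p ran from 0.0710 to 0.218 in WCO2 and from 0.214 to 0.601 in mCOs. Both genes annotated by KEGG as GPAT were lower in the oils. For schi_4637, the log2 fold changes were -2.49 (standard error 0.31, adjusted p = 0.00100) in WCO2 and -3.17 (standard error 0.33, adjusted p = 0.00112) in mCOs, and for schi_3827 they were -2.74 (adjusted p = 6.19e-04) and -2.94 (adjusted p = 0.00119), with no overlap of libraries.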

As illustrated in Fig. 7b, in comparison to glucose, the ER localized GPAT was found to be not differentially expressed in WCO2 (p-value = 0.08) and mCOs (p-value = 0.27). Similarly, LPAT expression was found to be unaltered in SR21 cells cultivated in glucose and HS. 

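For LPAT, 1 of 2 annotated genes was tested. This gene, schi_3081, had 249.7 ± 12.9 CPM in glucose, 357 ± 135 in WCO2 and 236 ± 55.4 in mCOs, with log2 fold changes of 0.52 (standard error 0.34, adjusted p = 0.306) and -0.06 (standard error 0.29, adjusted p = 0.905).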

In the green microalga *C. reinhardtii*, both GPAT and LPAT were found to be not important for TAG assembly [95]. However, *Aurantiochytrium* sp. cultivated in cold stress (5 ^o^C) for TAG accumulation was found to have 1.2 and 12-fold upregulation of GPAT and LPAT respectively [96]. Three isoforms of DGAT were found for SR21 i.e., *schi_1281*, *schi_0446* and *schi_1268*. Among these three; *schi_1281* was downregulated, *schi_0446* was upregulated whereas *schi_1268* was found to have no differential expression in both HS (Fig. 7b). 

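The DGAT schi_1281, by KEGG a 2-acylglycerol O-acyltransferase like schi_0446 and schi_1268, fell from 246 ± 13.6 CPM in glucose to 81.6 ± 14.6 in WCO2 and 75.9 ± 10.2 in mCOs (-1.59, standard error 0.25, adjusted p = 0.00318, and -1.68, standard error 0.26, adjusted p = 0.00469, respectively). By contrast, schi_0446 rose from 5.25 ± 0.956 to 42.9 ± 7.49 and 35.6 ± 17.1 CPM (3.03, standard error 0.27, adjusted p = 2.65e-04, and 2.77, standard error 0.43, adjusted p = 0.00480, respectively). In neither was there overlap between oil and glucose libraries. For schi_1268, the libraries overlapped, and the changes were 0.85 (standard error 0.36, adjusted p = 0.128) and 0.45 (standard error 0.52, adjusted p = 0.585). The transcript schi_1268 gained a call in WCO2 without glucose replicate 2 (adjusted p = 0.0489).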

In *Aurantiochytrium* sp., three DGAT isoforms were found to be specific for the transfer of acyl chains with different saturation levels. The DGAT2C was responsible for adding PUFAs, whereas DGAT2A and DGAT2D add SFAs to the TAG moieties [97]. Thus, the varying expression pattern for different DGATs in SR21 might be responsible for adding different fatty acids to TAG molecules.

Another acyl-CoA independent route for the synthesis of TAG is through phospholipids remodeling. The enzyme phospholipid: diacylglycerol acyltransferase (PDAT) is involved in transferring acyl-group from phospholipids (PL) to diacylglycerol (DAG) to form TAG. However, this enzyme was not significantly varied among glucose and HS (Fig. 7b), suggesting that DGAT (*schi_0446*) was the only one responsible for TAG synthesis in HS. 

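The gene annotated as PDAT, schi_0885, had 9.57 ± 1.98 CPM in glucose, 6.25 ± 1.09 in WCO2 and 5.47 ± 1.43 in mCOs. Its log2 fold changes were -0.61 (standard error 0.30, adjusted p = 0.174) and -0.79 (standard error 0.35, adjusted p = 0.146).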

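Diacylglycerol diphosphate phosphatase schi_3549 was found at 20.2 ± 7.24 CPM in glucose, 52.5 ± 11.1 in WCO2 and 40.4 ± 12.2 in mCOs, with log2 fold changes of 1.40 (standard error 0.31, adjusted p = 0.0127) and 1.01 (standard error 0.35, adjusted p = 0.0760) and all oil libraries above glucose. The transcript schi_3549 lost its call in WCO2 without glucose replicate 1 (adjusted p = 0.0647) and under limma on FPKM (adjusted p from 3.88e-04 to 0.0776 over the alternatives). The transcript schi_3549 gained a call in mCOs under DESeq2 and a fit of all 9 libraries (adjusted p from 0.0306 to 0.206 over the alternatives) and with the replicate number as a block (log2 fold change 1.03, adjusted p = 0.0427). Of 4 genes annotated as phospholipase C, 3 were tested and none was higher as a DEG. The most abundant, schi_4391, was below glucose in both oils, at -0.64 (standard error 0.29, adjusted p = 0.144) and -1.47 (standard error 0.27, adjusted p = 0.00861). Over the 3 genes the changes ran from -0.64 to 1.08 in WCO2 and from -1.47 to 0.74 in mCOs.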

The relative abundance of phospholipase C and diacylglycerol diphosphate phosphatase (Fig. 7b) in SR21 cultivated in HS might contribute to the accumulated pool of DAG, which is further acted upon by DGAT for its conversion to TAG. Thus, SR21 employs a combination of Kennedy pathway and phospholipid remodeling for TAG accumulation in the presence of HS.

**Fig. 7:**
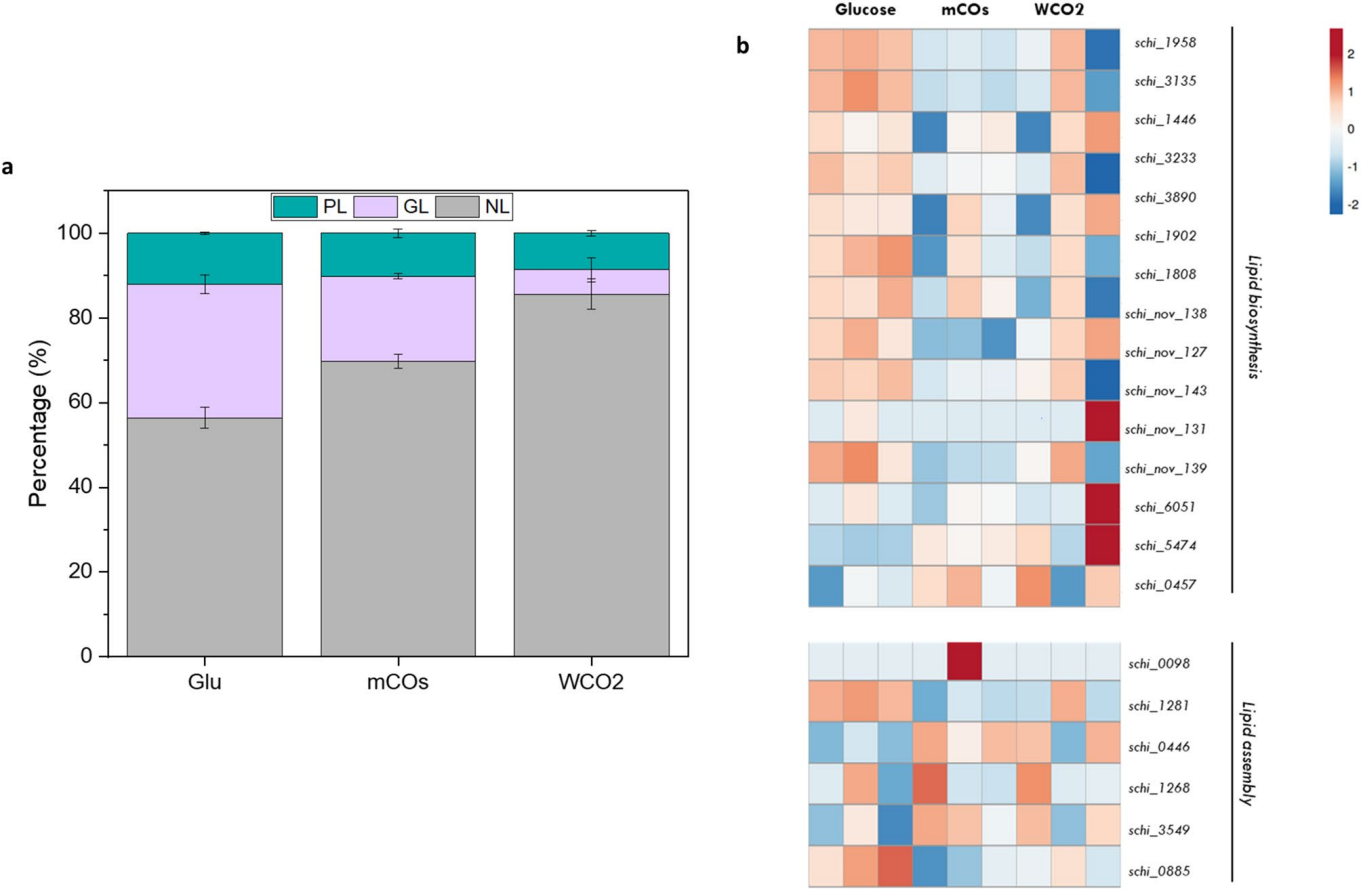
Effect of oil substrates on lipid synthesis in SR21 **(a)** Lipid fractionation of SR21 intracellular lipids cultivated in 20 g L^− 1^ glucose, mCOs and WCO2. The lipids were separated using a silica-column according to their neutral lipid (NL), glycolipid (GL) and phospholipid (PL) content; **(b)** Heatmap for relative expression of transcripts involved in lipid synthesis and assembly

### *S. Limacinum* SR21 shifts its metabolism to cope with oxidative stress

In order to investigate the effect of oxidative stress imposed by HS, several non-enzymatic oxidative stress markers were quantified. The oxidative status of the cells was further evaluated by correlating these data with the differential abundance of enzymatic machinery obtained through transcriptomic analysis. Under stress conditions, there is an imbalance between the antioxidant defense system of the cells and the reactive oxygen species (ROS) production, leading to an accumulation of certain molecules, such as superoxide anion radicals (O_2_^−^), hydrogen peroxide (H_2_O_2_), hydroxyl radicals (•OH) and singlet oxygen (^1^O_2_) [98, 99]. Figure 8 depicts a noticeable trend, where SR21 grown on glucose had higher levels of H_2_O_2_, malondialdehyde (MDA) and antioxidant biomarkers, followed by mCOs and WCO2.

Malondialdehyde (MDA) and 4-hydroxy-2-nonenal (HNE) are aldehydes that are produced as a result of lipid peroxidation [100]. In SR21, the MDA level was 3.1 µmol g^− 1^ in glucose-grown cells, which was 2.4-fold and 44-fold higher than that of mCOs and WCO2 (Fig. 8b). The higher levels of lipid peroxidation observed in the presence of glucose can be associated with the elevated PUFA content present in the intracellular lipids, especially FAs of more than 20 carbon atoms, whereas the intracellular lipid composition of cells grown in HS is rich in C18 PUFAs. Also, TLC results (Supplementary_file 1: Fig. 2) indicated higher levels of free fatty acids (FFAs) in the intracellular lipids for glucose, which are more easily oxidized than TAGs.

Notably, the lowest levels of biomarkers such as H_2_O_2_ was observed for HS (Fig. 8a), particularly WCO2, highlighting the ability of the strain to adapt remarkably well in highly saline and oily environments. This is also verified by the increased biomass production that is achieved after cultivation on HS, compared to glucose media. The accumulated pool of H_2_O_2_ is degraded by several enzymatic machinery such as catalase (CAT), glutathione peroxidase (GPX) and thioredoxin reductase (TRXR) [101]. GPX reduces H_2_O_2_ by using GSH or thioredoxin (TRX) as electron donors, thereby converting GSH to its oxidized form (GSSG) and forming H_2_O [102, 103]. Figure 8e and f, depict the amounts of GSSG for SR21, as well as the ratio of GSH/GSSG. In the presence of glucose, the H_2_O_2_ content was relatively higher which induced GPX to reduce GSSG to GSH, and thus higher levels of GSH/GSSG were observed. 

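Of the 3 genes whose GO term names glutathione peroxidase, none was a DEG in either oil. Their log2 fold changes ran from -0.73 to 0.16 in WCO2 and from -0.12 to 0.42 in mCOs. The most abundant, schi_3153, had 268 ± 97.1 CPM in glucose and changed by 0.16 (adjusted p = 0.809) and 0.42 (adjusted p = 0.467).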

The transcriptome data further validates the upregulation of two isoforms of GPX (p-value not significant). Although, the slight upregulation of TRXR (p-value < 0.05) in the presence of HS was observed, suggesting that thioredoxin system is preferred over glutathione.

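Thioredoxin reductase schi_6812 had 35.0 ± 4.46 CPM in glucose, 69.5 ± 17.0 in WCO2 and 67.8 ± 14.5 in mCOs, with all oil libraries above glucose. The log2 fold change was 1.00 (standard error 0.26, adjusted p = 0.0241) in WCO2 and 0.97 (standard error 0.27, adjusted p = 0.0394) in mCOs, where the fold change stayed just under the limit of 2. Calls in the next sentences need that fold change as well as the adjusted p. The transcript schi_6812 lost its call in WCO2 without glucose replicates 1 and 3 and WCO2 replicate 2 (adjusted p = 0.104, 0.0826 and 0.0600) and under a fit of all 15 libraries, the 10 most abundant genes left out and limma on FPKM (adjusted p from 0.00215 to 0.137 over the alternatives). The transcript schi_6812 gained a call in mCOs without mCOs replicate 1 (log2 fold change 1.09) and under DESeq2, RLE size factors and a fit of all 9 libraries (adjusted p from 0.00652 to 0.118 over the alternatives).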

Transcriptomic data also highlights that in the presence of HS, the expression of superoxide dismutase (SOD) was relatively similar to cells cultivated in glucose, whereas mitochondrial catalase was found to be upregulated (Fig. 8g). 

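None of 6 genes annotated as SOD was a DEG, with log2 fold changes from -0.55 to 0.90 in WCO2 and from -0.67 to 0.90 in mCOs. The most abundant, schi_2154, changed by 0.90 (adjusted p = 0.199) and 0.81 (adjusted p = 0.235). Among 3 catalase genes, schi_0955 rose from 45.1 ± 11.5 CPM in glucose to 94.7 ± 10.4 in WCO2 and 97.2 ± 12.5 in mCOs (1.09, standard error 0.25, adjusted p = 0.0157, and 1.12, standard error 0.28, adjusted p = 0.0268, respectively), and schi_0954 fell from 245 ± 128 to 3.57 ± 0.455 and 7.48 ± 9.27 CPM (-6.10, standard error 0.47, adjusted p = 1.62e-04, and -5.00, standard error 0.93, adjusted p = 0.00953, respectively). No oil library of either overlapped a glucose library. The transcript schi_0955 lost its call in WCO2 without glucose replicates 1 and 3 (adjusted p = 0.0846 and 0.0686) and without WCO2 replicate 2 (log2 fold change 0.99). The transcript schi_0955 lost its call in mCOs without glucose replicates 1 and 3 and mCOs replicate 1 (adjusted p = 0.137, 0.110 and 0.0552). The third, schi_0956, had 8, 46 and 3 counts in glucose, 1, 1 and 0 in WCO2 and 1, 115 and 0 in mCOs and was not tested. Taken as 1 gene, the sum of the catalase counts fell by 1.56 in WCO2 (standard error 0.34, adjusted p = 0.0125) and by 1.43 in mCOs (standard error 0.36, adjusted p = 0.0261) on the log2 scale.

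**Figure D6:**
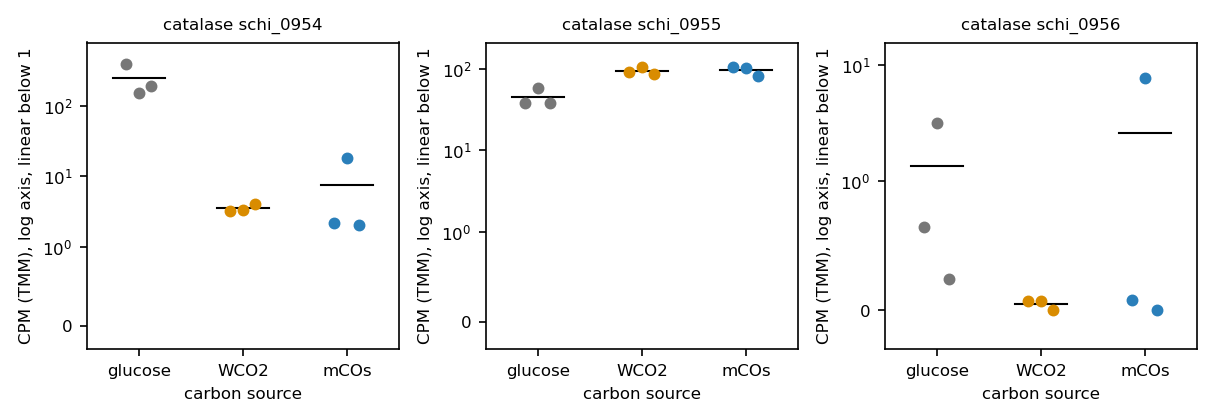
Expression per library of the catalase genes schi_0954, schi_0955 and schi_0956 (y axis, CPM after TMM scaling, log axis that is linear below 1) by carbon source (x axis). Points are the 3 libraries and bars the means. In the oils schi_0954 lies below and schi_0955 above all glucose libraries.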

The abundant transcript for catalase might be responsible for the successful mitigation of ROS generated from both fatty acid oxidation and upregulated oxidative phosphorylation in the presence of HS.

Further, the total phenolic content (TPC) and total flavonoid content (TFC) that act as non-enzymatic antioxidants were observed to be higher in glucose, with 1.5-fold and 5.6-fold higher TFC (240 mg QE g^− 1^) and 1.2-fold and 2.4-fold higher TPC (76 mg GA g^− 1^), in comparison to HS (Fig. 8c and d). Phenolic compounds have very good reduction potential due to the electron donating activity of the “acidic” phenolic hydroxyl group and much lower values than the reduction potentials of the oxygen radicals, therefore can scavenge harmful reactive oxygen intermediates successfully [103]. This diverse category involves a wide range of compounds, such as flavonoids, phenolic acids and other polyphenols which are related to the antioxidant activity of microorganisms [104]. Certain studies tried to correlate the antioxidant performance of thraustochytrids with their phenolic and flavonoid content. In particular, certain cases found the phenolic content to be responsible for the antioxidant capacity of the cell extracts [58, 105], while others proved the flavonoid content significantly correlated [106]. Thus, SR21 cultivated in HS seems to maintain the cellular redox-balance efficiently with lower H_2_O_2_ and other antioxidants as compared to glucose. Additionally, in order to cope with compartmentalized oxidative load in mitochondria, SR21 upregulates catalase which allows the thraustochytrid to grow efficiently in a hydrophobic environment.

**Fig. 8:**
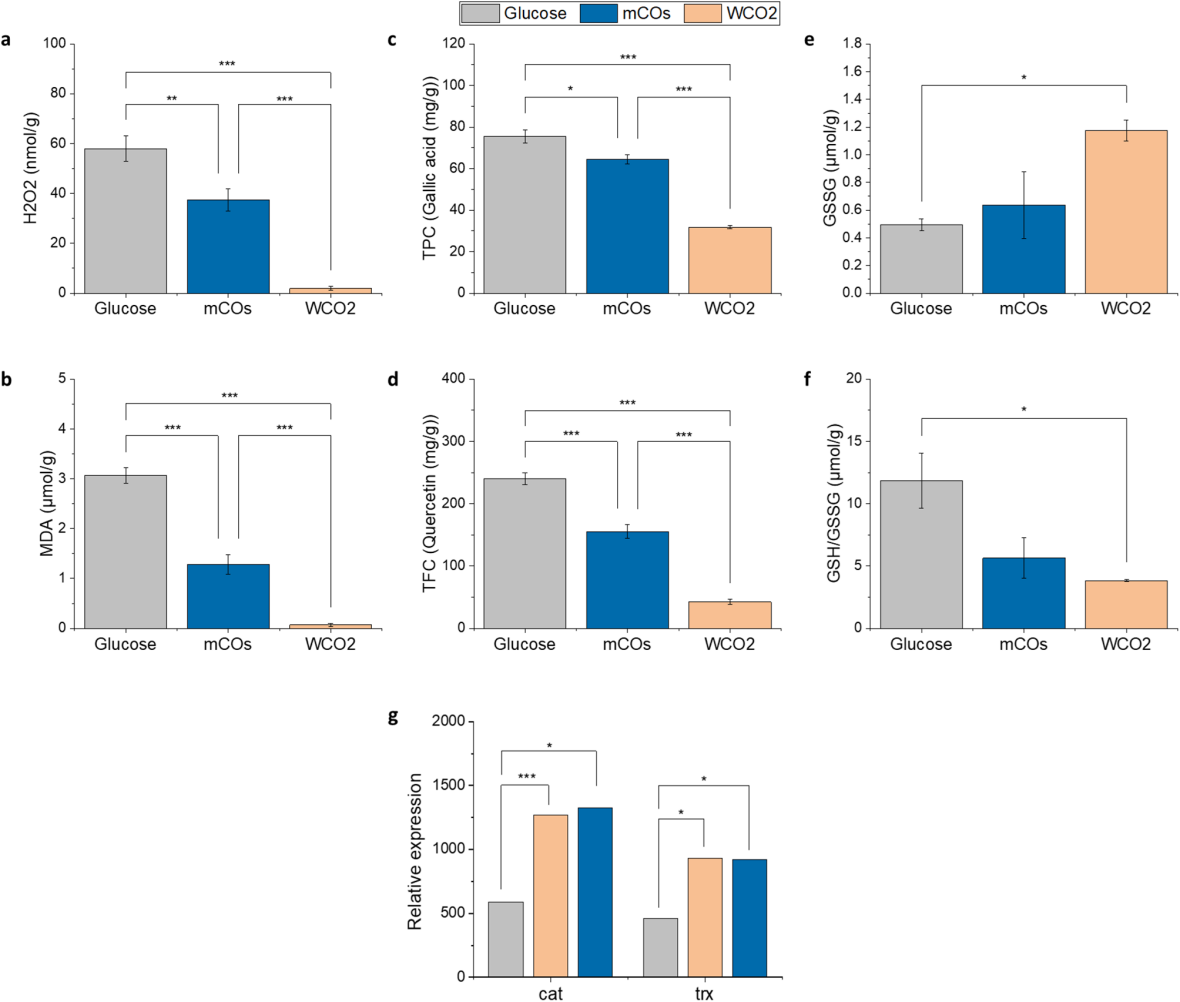
Determination of SR21 cell’s oxidative state using stress biomarkers and non-enzymatic antioxidants after 72 h. **(a)** Hydrogen peroxide (H_2_O_2_) estimation as a reactive oxygen species (ROS) generated during β-oxidation, expressed in nmol g^− 1^ dried biomass; **(b)** Lipid peroxidation in terms of the malondiadehyde (MDA) content expressed in µmol g^− 1^ dried biomass; **(c)** Total phenolic (TPC) content of methanolic cell extracts expressed in mg gallic acid g^− 1^ dried biomass; **(d)** Total flavonoid content (TFC) of methanolic cell extracts expressed in mg quercetin g^− 1^ dried biomass; **(e)** Oxidized glutathione (GSSG) levels expressed in µmol g^− 1^ dried biomass; **(f)** Ratio of (GSH/GSSG) and **(g)** Relative expression of mitochondrial catalase (cat) and thioredoxin reductase (trx). The asterisks denote statistical significance * (p < = 0.05), ** (p < = 0.01), *** (p < = 0.001)

## Conclusions

This study provides the metabolic route for the assimilation of HS in SR21 (Fig. 9) and identifies the regulatory nodes that can be modulated to enhance the valorization of HS towards nutraceutical DHA. Expression of secretory, membrane-anchored and cellular lipases and incorporation of fatty acids via passive diffusion coupled with endocytosis suggest its similarity with the eukaryotic yeast species. However, the cellular physiology of the marine protist is unique as it employs both mitochondrial and peroxisomal β-oxidation for the complete oxidation of FAs and redirects the catabolic products of oil substrates towards both energy generation and intracellular DHA accumulation. Thus, we propose *S. limacinum* SR21 as an ideal candidate, with the potential for sustainable degradation and bio-transformation of waste streams into value-added products.

**Fig. 9:**
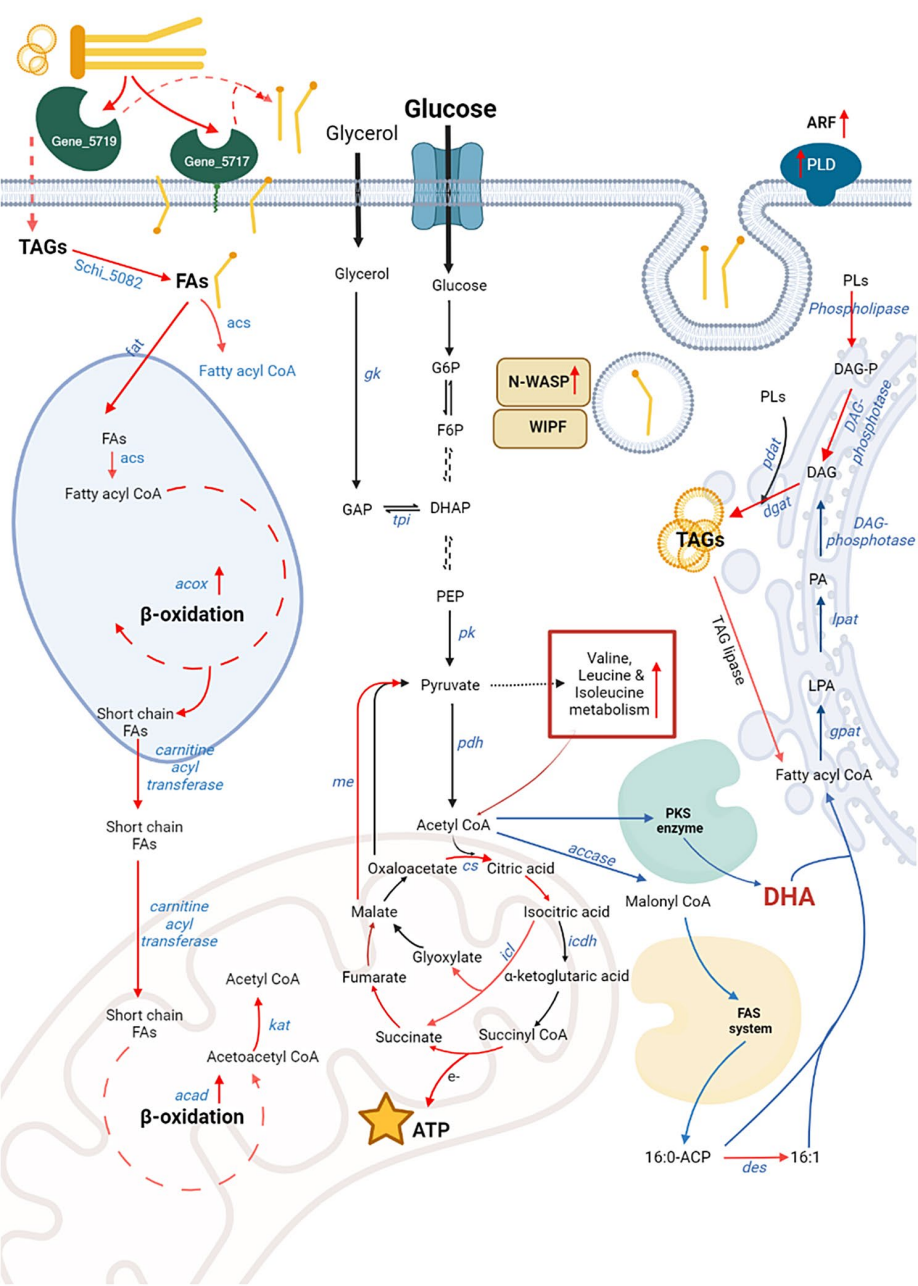
Schematic illustration for hydrophobic waste oil assimilation in thraustochytrid SR21. (The red lines highlight the biosynthetic steps upregulated in the presence of HS, black line denotes the route followed by glucose alone, whereas blue line denotes the process common in both “*de novo”* and “*ex-novo*” cultivation) created with Biorender.com. *gk: glycerol kinase, tpi: triose phosphate isomerase, accase: acetyl-CoA carboxylase, pk: pyruvate kinase,, pdh: pyruvate dehydrogenase, pdc: icl: isocitrate lyase, icdh: isocitrate dehydrogenase, me: malic enzyme, des: desaturases*; *pdat: phospholipid: diacylglycerol acyltransferase, arf: ADP-ribosylation factor, fat: fatty acid transporter, acs: acyl-CoA synthetase, acox: acyl-CoA oxidase, acad: acyl-CoA dehydrogenases, kat: ketoacyl CoA-thiolase, N-WASP: Wiskott-Aldrich syndrome protein* PL: phospholipids, G6P: glucose 6-phosphate, F6P: fructose-6-phosphate, GAP: glyceraldehyde-3-phosphate, DHAP: dihydroxyacetone phosphate, PEP: phosphoenol pyruvate, LPA: lysophosphatidic acid, PA: phosphatidic acid, DAG: diacylglycerol, TAG: triacylglycerol

### Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary Material 1

Supplementary Material 2

Supplementary Material 3

Supplementary Material 4

Supplementary Material 5

Supplementary Material 6

Supplementary Material 7

## Data Availability

Transcriptome data have been deposited in the Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo/) with Accession ID: GSE252403. All other relevant data are available from the authors upon reasonable request.

# Supplementary material for: Transcriptomics aids in uncovering the metabolic shifts and molecular machinery of Schizochytrium limacinum during biotransformation of hydrophobic substrates to docosahexaenoic acid
**Source:** Microb Cell Fact. 2024 Apr 1;23:97. doi: 10.1186/s12934-024-02381-6
**Supplement:** Supplementary file 1 — Supplementary Material 1

Fig. 1: Batch cultivation of SR21 in 10-80 g L^-1^ mCOs. Growth associated parameters (substrate consumption (%), dry cell weight (DCW; g L^-1^)), lipid and DHA production (% and g L^-1^) are shown. The indicated values represent the mean and s.d of three biological replicates.

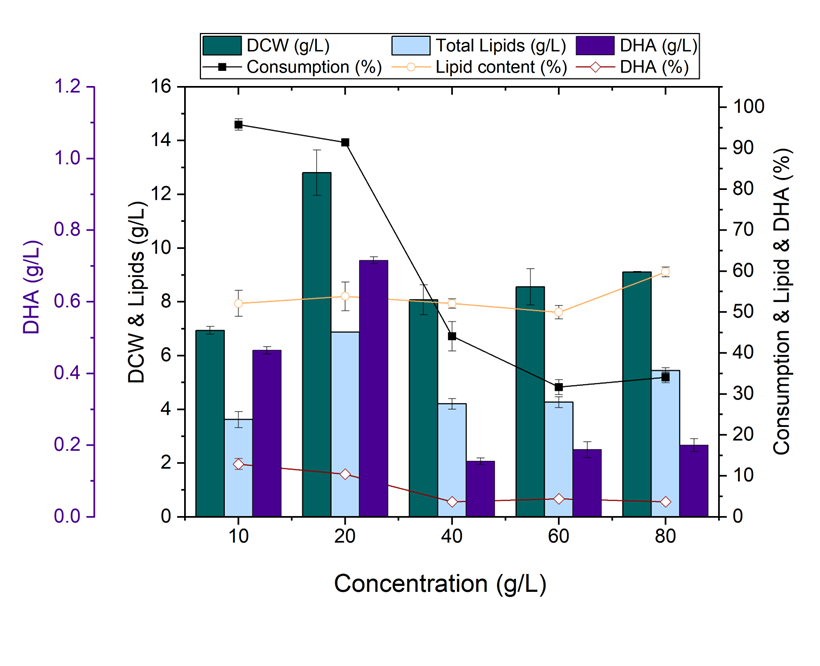

Fig. 2: Thin Layer Chromatography (TLC) of mCOs, WCO2 at 0 and 72 h and intracellular lipids from SR21 grown in glucose, mCOs and WCO2 after 72 h.

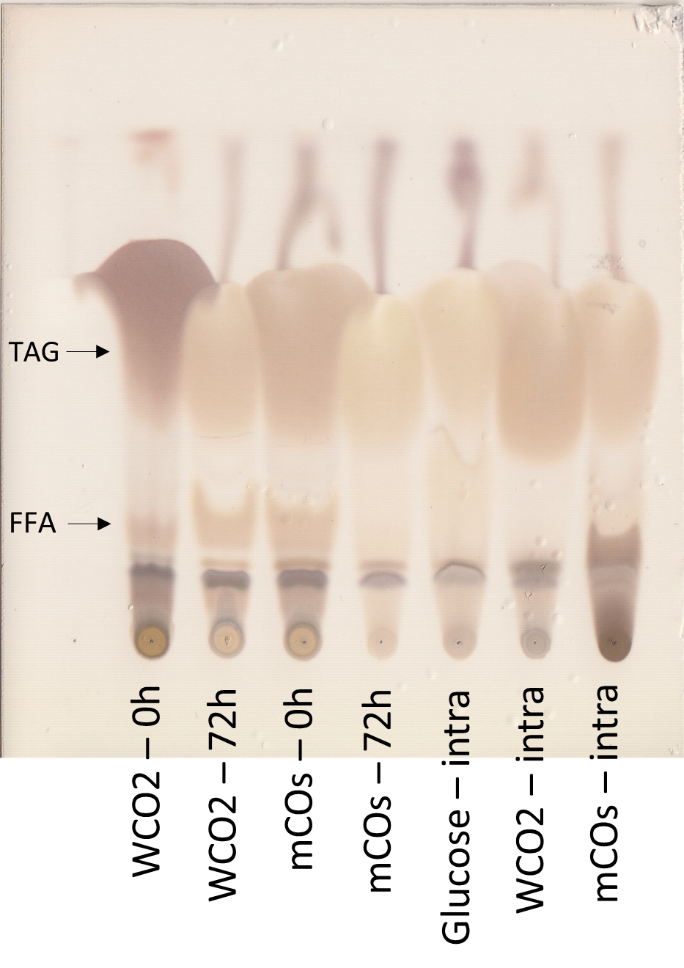

Figure 3: Transcript abundance for isocitrate dehydrogenase (*schi_3120)* in the presence of Glucose, WCO2 and mCOs.

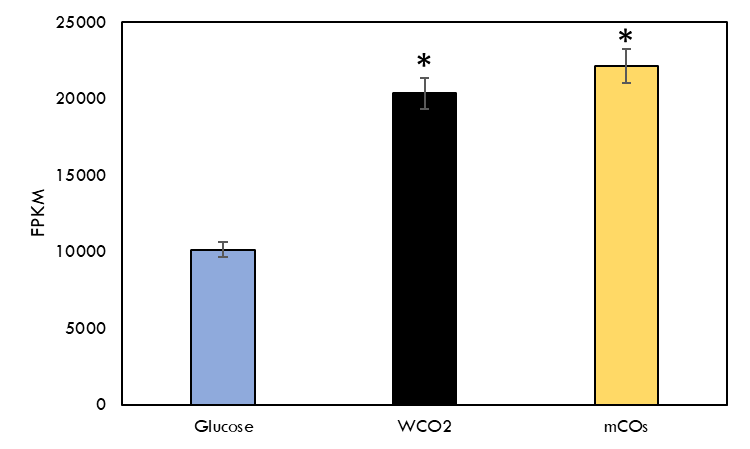

Table 1: Sequence for primers used for qPCR analysis.

| Gene name | Forward primer | Reverse primer |
| --- | --- | --- |
| 18S | AGCGAGTAGAGGAGGAAGAA | CCTCCGACTGTGCTTTAACT |
| *schi_5082 (*Lipase_3) | CGCCATGCTTGTACCAAATAC | CCTCGGGAATGCAAGTATGA |
| *pks* | GGTCAAGACCACCAAGGATAAG | TCGGAGTCCTCCATCTGAAA |
| *icl* | CACTCGCTTCAACGAGAAGA | TGCCATCCAGAGACGTAGA |
| *bcaa* | GAGGAGTTCTCTACCTCGAACT | CATCTGGTTGGTCACACTCTT |

How the deposited data were processed for this re-analysis (not part of the article)

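Polyadenylated transcripts of SR21 were measured by RNA sequencing in 15 libraries, 3 each from cultures on glucose, WCO2 and mCOs harvested at 72 h and on acetate and butyrate harvested at 96 h, all with 20 g of substrate per litre at a C/N ratio of 10. The authors filtered the reads with SOAPnuke, aligned them to the SR21 genome with HISAT2, added transcripts from StringTie and Cufflinks, mapped the reads to the transcripts with Bowtie2 and quantified them with RSEM. The values used here are the "expected count" values, which the authors' RSEM step gives per gene and which were not normalised as deposited. The "FPKM" values, which the authors' RSEM step scaled for gene length and library total, were used as deposited for the limma alternatives alone. Each table lists a gene only from an FPKM of 0.01 upward, and a gene not listed was taken as 0.

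Expected counts were rounded and analysed in R 4.3.3 with edgeR 4.0.16. Genes were filtered with filterByExpr (minimum count 10, minimum total count 15, large n 10), libraries were scaled with TMM factors, and each pair of conditions was tested in its own fit with glmQLFit and glmQLFTest. A DEG has a Benjamini-Hochberg adjusted p of at most 0.05 and a fold change of at least 2. CPM are TMM scaled, and a prior count of 2 was added for log2 CPM. Standard errors of log2 fold changes were taken from the size of the change and its F statistic. Tables were handled in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and statsmodels 0.14.6, and figures were drawn with matplotlib 3.10.9.

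The expected counts of a library summed to between 10672672 and 13677474 (median 11739136). On simulated data with 200 changed genes, each of the 5 comparisons was tested with 3 tools. Counts were drawn with dispersions estimated by edgeR, without pairing or a deviating library. edgeR recovered 43.5% to 69.5% of the changed genes with 4.14% to 7.45% of its calls false, DESeq2 66.0% to 84.0% with 13.6% to 18.0% false, and limma 44.5% to 66.5% with 3.82% to 7.64% false. In simulations without any change, 20 for each pair of conditions, 3 shared control libraries and both groups were drawn anew around the glucose means with the dispersions of the pair's libraries, and edgeR made a median of 0 calls and at most 4.

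The comparisons were WCO2 with glucose, mCOs with glucose, mCOs with WCO2, and acetate and butyrate with glucose. Lists of genes were lipases, fatty acid transporters, acyl-CoA synthetases and PKS genes by the paper's identifiers, and glycolysis, PPP, TCA cycle, β-oxidation and branched-chain amino acid degradation by KEGG number. Each of these 9 lists was tested in each oil with limma 3.58.1 (cameraPR, preset inter-gene correlation of 0.01), adjusted over 18 tests, with fry and an estimated correlation as checks. Serine and glycine synthesis was summarised without a test. Enzymes without an identifier in the paper were found by KEGG number, or by GO term where KEGG names none.

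The genes named are every gene the paper names by identifier and, for an enzyme it names without one, every tested gene with its KEGG number, of which the one with the highest mean count is printed in full and the others are summarised. Added to these are, for each of 5 comparisons, the 3 largest rises and the 3 largest falls among DEGs whose libraries lie apart and whose mean over the 6 libraries of both groups reaches 10 CPM. Members of a list that are DEGs may be named. The tables and figures of the paper had been seen when this rule was written.

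The alternatives were DESeq2 1.42.0 (Wald test, the paper's tool), RLE size factors, no filter (every gene with at least 1 count), all 9 libraries of glucose and the oils or all 15 libraries in one fit, the replicate number as a block, the 10 most abundant genes left out, limma on log2(FPKM + 1) and log2(FPKM + 0.1) for genes with an FPKM of at least 1 in at least 3 libraries, the former also without a filter, and each library left out in turn. For counts of DEGs, the adjusted p without a fold limit and the unadjusted p with and without it were also tried, and for KEGG lists the first listed number only. DESeq2 without a filter was added after the data had been seen. For single genes, ranges of the adjusted p over the alternatives leave out the replicate block. A count is taken as moved when it changes by more than 1.5 times, and where named genes that kept their call are counted, a call is an adjusted p of at most 0.05 alone. Every split of 6 libraries into groups of 3 (10 splits), 100 random splits of 9 libraries, and all 108 splits of these 9 that keep 1 library of each replicate number per group were also tested.

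Whether replicate numbers pair cultures was checked by correlating, across genes, the deviations of libraries from their condition's mean, with r above 0.1 for all 3 pairs taken as pairing. For equal numbers r was 0.171, 0.289 and 0.247 between mCOs and glucose, 0.249, 0.213 and 0.344 between mCOs and WCO2, and 0.230, 0.387 and 0.293 between acetate and butyrate, which were taken as paired. It was 0.028, 0.523 and 0.538 between WCO2 and glucose, 0.115, 0.388 and -0.111 between acetate and glucose, and 0.009, 0.411 and -0.001 between butyrate and glucose, which were not. Between WCO2 and glucose, 0.523 and 0.538 exceed every value of the pairs taken as paired, so that pairing there stays open. The main fits leave pairing out. With the replicate number as a block, WCO2 had 1539 DEGs against glucose and mCOs 1331.

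Fatty acid profiles, growth, enzyme assays, RT-PCR and predictions from protein sequence were not analysed here, because the deposited tables do not hold them. Reads were not mapped again, and long noncoding RNA was not analysed here.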

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

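The tests on harvest time and on other splits of the libraries were chosen only after the result was seen, as was the use of the most abundant genes to explain these counts, although leaving them out was an alternative set before, and the tests on library size were not. The libraries from cultures on acetate and butyrate, on which the paper does not report, differ from the glucose libraries, which is why they are listed here. By edgeR, 1994 transcripts were DEGs in acetate (840 higher and 1154 lower, of 6175 tested) and 872 in butyrate (510 higher and 362 lower, of 6216). Libraries lay apart for 1974 and 867 of these DEGs, and for 52.5% and 35.8% of all tested transcripts, where chance gives 10%. Without glucose replicates 1 and 3, butyrate had 462 and 460 DEGs, and acetate kept at least 1564 with any library left out.

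A difference in library size is argued against, since libraries thinned to 1 total gave 1979 DEGs in acetate and 877 in butyrate, 1947 and 862 of them DEGs before thinning. A few genes that take many of the counts are argued against as well, with 1990 and 870 DEGs when the 10 most abundant genes were left out. Among 10 splits of the 6 libraries, only the real split (1 of 10) gave as many DEGs in either acid, but 10 splits alone are too few to exclude chance. The other splits gave 0 DEGs, and simulated unchanged comparisons at most 4 calls, against 1994 in acetate and 872 in butyrate. These values argue against chance for both counts. The scaling matters for direction in acetate, whose TMM factors lay between 0.67 and 0.82 while those of the other libraries lay between 0.89 and 1.32. With limma on log2(FPKM + 0.1) the median change of all genes in acetate was -0.72 and 12.6% of the DEGs were higher, whereas with edgeR the median was -0.07 and 42.1% were higher. In butyrate the median moved from -0.02 to -0.28.

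Harvest time stays open for both counts. The acid cultures were harvested at 96 h and 0 glucose libraries were harvested at that hour, so harvest time and carbon source cannot be told apart here. For parts of the butyrate signal harvest time alone is argued against, since acetate was harvested at the same hour. The β-oxidation list had a median log2 fold change of 1.74 in butyrate (48 genes, adjusted p = 3.59e-24) and -0.15 in acetate (adjusted p = 0.514), and 2.37 between butyrate and acetate (adjusted p = 9.56e-24). Branched-chain amino acid degradation reached 1.88 in butyrate (26 genes, adjusted p = 7.69e-25) and 0.09 in acetate (adjusted p = 0.468), and 2.01 between the acids (adjusted p = 7.33e-15). A response to the carbon source may underlie these lists, a hypothesis found and tested on the same data.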

How the results depend on the processing

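DESeq2 without a filter on low counts was the setting among these tests that was chosen only after the result was seen. No list that was called changed direction under any alternative. Among DEGs in butyrate, 58.5% were higher with edgeR and 35.3% with limma on log2(FPKM + 0.1), and the cause was not tested. Counts of DEGs kept within 1.5 times their value in the settings not named below. The unadjusted p without a fold limit moved all of them, to 2297 in WCO2, 2139 in mCOs, 3039 in acetate, 1857 in butyrate, 1543 shared by the oils and 377 between mCOs and WCO2, as a looser limit must. Between mCOs and WCO2, where edgeR called 0, DESeq2 called 136, DESeq2 without a filter 153, the fit of all 9 libraries 14, the fit of all 15 libraries 37, limma on log2(FPKM + 1) 1 and the unadjusted p with a fold of at least 2 called 319. Apart from the looser limit, the cause was not tested.

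The median of the PKS list in WCO2, not called by edgeR, was called under DESeq2 (-3.48, adjusted p = 0.0368), DESeq2 without a filter (-3.72, 0.0178), edgeR without a filter (-3.74, 0.0213), the fits of all 9 (-3.50, 0.0277) and all 15 libraries (-3.52, 0.0472), and limma with pseudocounts of 1 (-3.81, 0.0451) and 0.1 (-3.96, 0.0477), with adjusted p from 0.0178 to 0.229 over the alternatives. With the replicate number as a block, the ACS list in mCOs (0.79) had an adjusted p of 0.0652, in a range of 0.0143 to 0.0652. Medians of called lists that moved by more than 1.5 times and kept their call were those of lipases in WCO2 under limma (0.24 without a filter, 0.39 and 0.43 with it), ACS in mCOs under limma with the filter (0.35 and 0.39), PKS in mCOs under limma without a filter (-2.27), and β-oxidation in WCO2 with the first listed KEGG number only (1.41). The cause was not tested. The block changed no other call of a count or list.

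With 1 library left out, the counts ranged from 776 (without glucose replicate 1) to 1360 in WCO2, from 363 (without glucose replicate 1; 697 and 705 without glucose replicates 2 and 3) to 1306 in mCOs, and from 0 to 59 between the oils (59 without mCOs replicate 1, 5 without mCOs replicate 2). They ranged from 1564 to 1974 in acetate, from 460 (without glucose replicate 3; 462 without glucose replicate 1) to 914 in butyrate, and from 286 (without glucose replicate 1; 499 without glucose replicate 3) to 930 for shared DEGs. Fewer libraries weaken a test, and beyond that the cause was not tested.

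List medians ranged from 0.0912 (without mCOs replicate 1, adjusted p = 0.0299) to 0.66 for lipases in mCOs, which were also called without mCOs replicate 2 (0.62, 0.0356). For ACS they ranged from 0.29 to 0.63 in WCO2, where the call was lost without glucose replicate 2 (0.0552), glucose replicate 3 (0.0678) and WCO2 replicate 2 (0.0513), and from 0.49 to 1.08 in mCOs, where it was lost without glucose replicates 2 (0.0646) and 3 (0.0674). For PKS in WCO2 they ranged from -4.47 (without WCO2 replicate 1, 0.0136) to -3.03 (without WCO2 replicate 2, 0.0325), called also without glucose replicate 3 (0.0390). For the TCA cycle in WCO2 they ranged from 0.66 (without WCO2 replicate 1, 0.0833) to 0.88, lost also without glucose replicate 2 (0.0913) and WCO2 replicate 3 (0.0643). The cause was not tested. The other lists kept their side of the limit. Medians also moved without a change of call: for lipases in WCO2 from 0.40 (without WCO2 replicate 2) to 0.78 (without glucose replicate 1), and for the TCA cycle in mCOs, not called, from -0.15 (without mCOs replicate 1), a change of sign, to 0.69. That of the transporters in WCO2, not called, ranged from -0.01 to 0.11 and was -0.09 under limma with and without the filter. In mCOs the transporter median, not called, ranged from -0.33 (without mCOs replicate 1) to -0.05 (without mCOs replicate 2). For branched-chain amino acid degradation in WCO2, not called, it ranged from 0.16 (without glucose replicate 2) to 0.36 (without WCO2 replicate 2). Over the alternatives that median was at least 0.12.

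For named genes, 212 pairs of a gene and a comparison were followed, with a call judged here by an adjusted p of at most 0.05 alone. Over the alternatives that kept every library, 2137 of 2291 results kept direction and call, 104 gained a call and 50 lost it. With 1 library left out, 1171 of 1272 kept both, 20 gained a call and 81 lost it, 26 of them without glucose replicate 1. Depth limits transcripts too rare for the filter.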

Differences from the paper's values

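The search for a gene that matches Fig. 5c and the tests by DESeq2 without a filter were chosen only after the result was seen. Between mCOs and WCO2 the paper gives 169 DEGs, and edgeR called 0, with 377 transcripts at an unadjusted p below 0.05. Of the alternatives set before the data were examined, DESeq2 closes the gap (136). It is not closed by the fits of all 9 (14) and all 15 libraries (37), by limma on log2(FPKM + 1) (1), by limma with a pseudocount of 0.1 or without a filter, RLE size factors, edgeR without a filter, the replicate block, the 10 most abundant genes left out or the adjusted p without a fold limit (0 each), by leaving out any library (0 to 59), or by the unadjusted p with (319) and without (377) a fold limit. DESeq2 without a filter, chosen after seeing the values, gives 153 and drops 16 of the paper's 169 transcripts.

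For DEGs higher in WCO2 than in mCOs the paper gives 12, and edgeR called 0, with 71 at an unadjusted p below 0.05. DESeq2 gives 9, which closes the gap. The other alternatives set before the data were examined do not: 37 and 71 at an unadjusted p with and without a fold limit, 1 without mCOs replicate 1, and 0 in the rest. DESeq2 without a filter, chosen after seeing the values, also gives 9, and of the paper's 169 transcripts in both directions it drops 16.

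For the WASL transcript in WCO2, the paper's ratio to glucose is about 0.38 in Fig. 5c, read by eye, and that of schi_4668 was 2.66. Its log2 fold change was 1.25 to 1.43 over the alternatives and 1.19 to 1.59 with 1 library left out, so that no setting closes the gap. The paper's supplement gives schi_4668 a log2 fold change of 1.43 in WCO2, against 1.41 here, so that the gap is with the figure. Among 7129 genes, schi_6236 alone lies within 10% of all 3 bars of the figure.

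Of 74 log2 fold changes in the paper's supplement that were compared, 0 differ by a change of sign or by more than the standard error of the edgeR value, and the median absolute difference was 0.0314. For single genes below, a call is an adjusted p of at most 0.05, and DESeq2 without a filter, chosen after seeing the values, called each gene that DESeq2 is said to call. The paper reports succinate dehydrogenase as higher in the oils, and none of 4 genes was called, schi_4844 being called in WCO2 by DESeq2 (0.0131, 0.0131 to 0.189 over the alternatives) and without WCO2 replicate 2. It reports more isocitrate dehydrogenase schi_3120, which, unlike schi_1347 with the same KEGG number (higher in WCO2, 1.20), was not called (0.97 in WCO2 and 1.08 in mCOs) except by DESeq2 in mCOs (0.0365, 0.0365 to 0.199 over the alternatives) and in WCO2 without WCO2 replicate 2. Citrate synthase schi_2316, higher in both oils in the paper, was called in WCO2 and under no setting in mCOs (0.91). Malate synthase schi_3192, also higher there, was called in WCO2 (0.83) by DESeq2 (0.0236, 0.0236 to 0.134 over the alternatives) and the fit of all 15 libraries, and under no setting in mCOs (0.38).

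The paper gives lower expression for the PPP and its genes schi_3912, schi_4427 and schi_5078. The list was not called, nor were the genes, whose changes were negative in both oils. For schi_4427, DESeq2 gave a call in WCO2 (0.0364, 0.0123 to 0.0913 over the alternatives) and mCOs (0.0342, 0.0171 to 0.0787), as did the fit of all 15 libraries and limma in both oils, the replicate block in mCOs, and the fit without WCO2 replicate 3. For schi_5078 in WCO2, DESeq2 (0.0126, 0.0126 to 0.0791 over the alternatives), the fit of all 15 libraries, limma and the fit without glucose replicate 2 did.

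The paper states higher schi_5719 in both oils, which was not called (0.95 and 1.18) under any setting, and similar schi_5717 in all conditions, which changed by 1.58 in mCOs and was called without mCOs replicate 1. It states higher ACS schi_0997 in the oils. In WCO2 this gene changed by -1.10, and in mCOs by 4.03, called there by DESeq2 (0.0166, 0.0165 to 0.334 over the alternatives), both joint fits and without mCOs replicate 1.

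Between the oils, the paper has schi_nov_130, schi_nov_149, schi_0951 and schi_5874 higher in WCO2, and schi_3621, schi_1991, schi_0625, schi_1866, schi_3067 and schi_0997 higher in mCOs. edgeR called none of them, schi_nov_149 being too rare for its filter and given no adjusted p by DESeq2 without one, and the direction was the paper's for the other 9. For schi_nov_130 the log2 fold change of mCOs to WCO2 was -2.50 and for schi_3067 3.19. DESeq2 called all 9, with 0.00346 for schi_nov_130 (0.00346 to 0.990 over the alternatives). The fit without mCOs replicate 1 called schi_0625, schi_1866, schi_3067 and schi_0997, and the fit of all 15 libraries schi_3067.

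For ARF schi_6223, higher in the paper, counts were too few for edgeR's filter, and DESeq2 without a filter, chosen after seeing the values, called it in WCO2 (0.00325, 0.00325 to 0.0910 over the alternatives) and not in mCOs. ARF-GAP schi_5057, lower in the paper, changed by -1.87 in WCO2 and 0.13 in mCOs. It was called in WCO2 by DESeq2 (0.00596, 0.00596 to 0.299 over the alternatives), edgeR without a filter, limma with the filter, and without WCO2 replicates 1 and 2. The paper states lower expression of 6 PKS genes, whereas schi_6051 was not called under any setting (-0.35 and -0.20), and schi_nov_143 and schi_nov_131 were too rare for edgeR's filter. Of these, schi_nov_143 was called by DESeq2 without a filter, chosen after seeing the values, in WCO2 (0.0410, 0.0410 to 0.245 over the alternatives) and not in mCOs, and schi_nov_131 was given no adjusted p. The other 3 were lower in both oils.

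The paper describes more carnitine palmitoyltransferase, an annotation no gene carries, and more carnitine acetyltransferase, for which 5 of 7 genes were higher in WCO2 and 4 in mCOs while schi_0388 was lower in both. Of 5 acetyl-CoA acetyltransferase genes only schi_4827 was higher. Lower pyruvate kinase holds for schi_1674 alone of 3 genes. Of 3 phospholipase D genes, higher in the paper, schi_4055 alone was higher. Of N-WASP genes, higher in the paper, 1 of 9 tested in WCO2 and 1 of 10 in mCOs was higher, in each case schi_4668. The paper finds the ER-localised GPAT unchanged, as was schi_0098, the gene with the GO term of GPAT, in mCOs. The genes with its KEGG number, schi_4637 (-2.49 and -3.17) and schi_3827 (-2.74 and -2.94), were lower in both oils. The paper's statement on the ER form need not cover them. Phospholipase C, more abundant in the oils in the paper, was lower for schi_4391 in mCOs (-1.47), and no gene was called as higher. Diacylglycerol diphosphate phosphatase schi_3549 was called in WCO2, and in mCOs (1.01) by DESeq2 (0.0306, 0.0306 to 0.206 over the alternatives), the fit of all 9 libraries and the replicate block.

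The paper has mitochondrial catalase higher in the oils, as schi_0955 was, with ratios of 2.12 and 2.25 against 2.2 and 2.3 in Fig. 8g, read by eye. The other tested catalase gene, schi_0954 (-6.10 and -5.00), was lower, as in the paper's supplement (-6.08 and -4.98), but the paper's text does not mention it. The sum of the catalase genes was lower as well, and the paper gives no such sum. The heatmaps of Fig. 6a and Fig. 6b draw the middle WCO2 column with the colours of glucose for schi_1101 and schi_0811, read by eye, while counts in the WCO2 libraries were 30630, 60423 and 51764 for schi_1101 against 1213, 1650 and 1439 in glucose, and 1716, 1425 and 1076 for schi_0811 against 5111, 5037 and 4294.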

Other observations

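The tests of other splits with edgeR and of reads moving between related genes were chosen only after the result was seen, and those of DESeq2 on other splits, of mCOs replicate 2 and of a general rise were not. For the oils, the real split alone gave as many DEGs against glucose (1 of 10 splits in WCO2 and 1 of 10 in mCOs), whereas between the oils, with a real count of 0, all 10 splits give as many by construction, which says nothing about chance. With 10 splits alone, chance cannot be excluded for any count or list. For the counts against glucose, simulated unchanged comparisons gave at most 4 calls, against 1313 in WCO2 and 1153 in mCOs. The other splits gave 0 DEGs, and these values argue against chance for the counts against glucose. As many shared DEGs came from 1 of 100 splits of 9 libraries, the real one. Of 108 splits that keep 1 library of each replicate number per group, again the real one alone gave as many. Chance is thereby excluded for the difference of glucose from the oils, but not for the assignment of libraries to either oil. The next highest of these 108 splits had 742, with the glucose libraries kept together and libraries exchanged between the oils.

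For lists in WCO2 and mCOs, respectively, the number of 10 splits with a list p as small was 1 and 1 for lipases, 7 and 10 for fatty acid transporters, 2 and 3 for ACS, 4 and 1 for PKS, 2 and 1 for glycolysis, 10 and 8 for the PPP, 4 and 9 for the TCA cycle, 1 and 2 for β-oxidation, and 6 and 3 for branched-chain amino acid degradation. Replicate numbers pair mCOs with glucose, and of the 4 splits that part all 3 pairs the real one alone gave DEGs, 1153 against 0 in the others. Among these 4 splits, as small a list p came from 1 for lipases, PKS and glycolysis, from 2 for ACS, β-oxidation and branched-chain amino acid degradation, and from 4 for the TCA cycle, the PPP and the transporters.

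Between mCOs and WCO2, DESeq2 called 136 transcripts, and 2 of 10 splits gave as many, the other being WCO2 replicates 1 and 3 with mCOs replicate 1 (219). The remaining splits gave 57, 13, 0, 1, 5, 71, 4 and 24. Of the 4 splits that part all 3 pairs, the real one gave the most (136, against 0, 1 and 24). Whether other splits account for the DESeq2 calls stays open, since 10 splits are too few, and edgeR, which called 0, had 377 at an unadjusted p below 0.05.

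Of the 157 transcripts that the paper's table gives as higher in mCOs, mCOs replicate 2 was the highest library in 141. Without that library, 121 of 130 tested stayed higher at an unadjusted p below 0.05, but these transcripts had been chosen with it, so that an effect of mCOs replicate 2 alone stays open. A general rise of rarer transcripts in that library stays open as well. Between 4.12 and 24.9 CPM, its log2 ratio to the other mCOs libraries had a median of 2.06 over 64 of these transcripts and 0.0366 over 1919 others, but the others leave out the transcripts of the paper's table and the scaling centres the libraries, so that the comparison decides nothing. No biological explanation for a single library was tested.

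Reads moving between related genes may explain a fall or rise of single members of a family. For PKS this is argued against, since the counts of all genes with K01043 taken as 1 gene changed by -3.63 in WCO2 and -4.70 in mCOs. For the rise of catalase schi_0955 it stays open: the sum of the catalase genes changed by -1.56 in WCO2, but it follows schi_0954, which lost more (from 245 ± 128 to 3.57 ± 0.455 CPM) than schi_0955 gained (from 45.1 ± 11.5 to 94.7 ± 10.4). Carbon source is the explanation the design gives for these changes and stays open as a hypothesis.

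In the acids, the sum of genes with K01043 changed by -3.34 in acetate (adjusted p = 0.00216) and -4.90 in butyrate (adjusted p = 0.00246), below glucose in 3 of 3 libraries of each. The median of the glycolysis list was -0.59 in acetate (adjusted p = 0.0348) and -0.32 in butyrate (adjusted p = 0.0348), that of the PKS list -3.29 (adjusted p = 0.266) and -5.13 (adjusted p = 0.00185), that of the TCA cycle 0.66 (adjusted p = 0.0525) and 0.35 (adjusted p = 0.266), and that of the fatty acid transporters -0.87 (adjusted p = 0.133) and 0.55 (adjusted p = 0.0192). Between butyrate and acetate, 1066 transcripts were DEGs, 688 higher in butyrate and 378 lower. Log2 fold changes of acids and oils correlated with Pearson's r from 0.45 to 0.56 and those of the acids with r of 0.59, while unchanged groups with shared controls gave a mean r of 0.50 to 0.51 in 20 simulations each. Above the highest simulated r were the acids with each other (0.59, simulated at most 0.54) and mCOs with butyrate (0.56, simulated at most 0.52), while WCO2 with either acid (0.46 and 0.50) lay within the simulated range and mCOs with acetate (0.45) below it (at least 0.47). The share of transcripts with the same sign was nevertheless lower for mCOs and butyrate (64.4%) than in their simulations (mean 66.9%). The simulated libraries were drawn without pairing by replicate number, whereas acetate and butyrate were taken as paired, which can raise r. For the acids with each other, 0.59 is therefore not shown to exceed the r of unchanged groups. The acids shared 433 DEGs in direction, and an acid and an oil 353 to 483, where the simulations gave at most 1.

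Among DEGs with libraries apart and a mean of at least 10 CPM over the 6 libraries of both groups, the strongest rises in acetate were those of isocitrate lyase schi_3537 (24960, 10937 and 6940 counts), schi_nov_334 (885, 2464 and 274), neither listed in glucose, and schi_nov_201 (810, 1002 and 950, against 2, 0 and 1 in glucose). The strongest falls were those of schi_nov_314, schi_nov_317 and schi_nov_135, with 0, 0 and 0 counts for schi_nov_314, 0, 2 and 0 for schi_nov_317 and schi_nov_135 not listed in acetate. In butyrate, schi_1728 (424, 2318 and 652, not listed in glucose), sterol carrier protein schi_3142 (911, 1600 and 2864, against 1, 3 and 1) and dihydroxy-acid dehydratase schi_2590 (1413, 1297 and 803, against 5, 2 and 1) rose most. The ammonium transporter schi_4439 (1, 1 and 2, against 17318, 15549 and 16828), schi_nov_144 and schi_nov_135, both not listed in butyrate, fell most.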
